# *Pitx2c* Is Reactivated in the Failing Myocardium and Stimulates *Myf5* Expression in Cultured Cardiomyocytes

**DOI:** 10.1371/journal.pone.0090561

**Published:** 2014-03-04

**Authors:** Mario Torrado, Diego Franco, Francisco Hernández-Torres, María G. Crespo-Leiro, Carmen Iglesias-Gil, Alfonso Castro-Beiras, Alexander T. Mikhailov

## Abstract

**Background:**

*Pitx2* (paired-like homeodomain 2 transcription factor) is crucial for heart development, but its role in heart failure (HF) remains uncertain. The present study lays the groundwork implicating *Pitx2* signalling in different modalities of HF.

**Methodology/Principal Findings:**

A variety of molecular, cell-based, biochemical, and immunochemical assays were used to evaluate: (1) *Pitx2c* expression in the porcine model of diastolic HF (DHF) and in patients with systolic HF (SHF) due to dilated and ischemic cardiomyopathy, and (2) molecular consequences of *Pitx2c* expression manipulation in cardiomyocytes *in vitro*. In pigs, the expression of *Pitx2c*, physiologically downregulated in the postnatal heart, is significantly re-activated in left ventricular (LV) failing myocardium which, in turn, is associated with increased expression of a restrictive set of *Pitx2* target genes. Among these, *Myf5* was identified as the top upregulated gene. *In vitro*, forced expression of *Pitx2c* in cardiomyocytes, but not in skeletal myoblasts, activates *Myf5* in dose-dependent manner. In addition, we demonstrate that the level of *Pitx2c* is upregulated in the LV-myocardium of SHF patients.

**Conclusions/Significance:**

The results provide previously unrecognized evidence that *Pitx2c* is similarly reactivated in postnatal/adult heart at distinct HF phenotypes and suggest that *Pitx2c* is involved, directly or indirectly, in the regulation of *Myf5* expression in cardiomyocytes.

## Introduction

The *Pitx2* homeobox transcription factor gene was originally identified as the candidate gene for the human Axenfeld-Rieger's syndrome [1], which is characterized by severe eye, teeth, craniofacial and umbilical abnormalities; less common features include heart defects [2], [3]. Shortly after its identification, *Pitx2* was found to play an important role in early development, as revealed by the generation of constitutive knockout mouse models. Consistent with *Pitx2* expression patterns, homozygous disruption of the mouse *Pitx2* gene led to mid-embryonic lethality due to defects in cardiac morphogenesis, in addition to severe abdominal wall and other tissue malformations [4]–[7]. Subsequently, the study of the *Pitx2* gene has become the object of continued research efforts aimed at identifying its role in the fetal, adult and diseased myocardium (reviewed in [8]–[11]).

Selective *Pitx2* deletion in the developing myocardium resulted in delayed differentiation of ventricular (but not atrial) cardiomyocytes, as development proceeded from embryonic to prenatal stages. During postnatal development, these mutants displayed dilatation and enlargement of right heart chambers and asymmetric hypertrophy of the interventricular septum associated with severely impaired ventricular systolic function [12]. Chamber-specific inactivation of *Pitx2* within atrial myocardium led to dilatation of both the left (LA) and right atrium (RA), in the absence of significant defects in ventricular chambers of mutant foetuses. However, after birth the mutants displayed a maladaptive remodelling of both atria and ventricles, associated with electrophysiological dysfunction, preferentially in the LA [13]. The atrial conduction system is particularly sensitive to *Pitx2* gene dose because mice heterozygous for *Pitx2* deficiency did not display altered cardiac morphology and contractile function in any of the heart chambers, but under electrical stimulation showed atrial arrhythmias [14], [15].

Three *Pitx2* transcript variants (*Pitx2a*, *Pitx2b*, and *Pitx2c*) have been identified in mammals, *Pitx2c* being the predominant or the only transcript detected in the adult mouse and human heart [13]–[17]. Of note, *Pitx2c* is differentially expressed across the cardiac chambers with maximal expression in the LA [15]. *Pitx2c* expression in the mouse LA is downregulated from fetal to postnatal stages [14]. The roles played by *Pitx2* within the four-chambered postnatal heart are poorly understood, even though its requirement is unquestioned. Conditional mouse mutants, in which *Pitx2* expression in atrial myocardium was turned off at birth, developed atrial ultrastructural remodelling and sinus node dysfunction [18]. *Pitx2* plays a pivotal role restricting pacemaker activity in the developing myocardium by repressing a nodal gene program and activating the working myocardium gene program [14], [19], [20]. Two groups independently found that *Pitx2c* expression is downregulated both in LA and in RA of patients with atrial fibrillation (AF), suggesting that *Pitx2c* dysfunction could be causatively linked to AF pathophysiology [13], [15]. Although using different *in-vivo* and *in-vitro* approaches, both groups provided congruent evidence that the reduction of *Pitx2c* expression in the adult atrial myocardium promotes its susceptibility to AF. These results are well in line with recent findings which suggest that *Pitx2c* loss-of-function mutations play a role in the genesis of the so-called “lone” AF in patients with structurally normal atria [21].

This study uncovers a novel, previously unrecognized link between heart failure (HF) and activation of the *Pitx2* gene in failing myocardium. To address this issue, we examined *Pitx2c* expression in left ventricular (LV) myocardium in the porcine model of diastolic HF (DHF) with preserved LV-ejection fraction. The expression of *Pitx2c*, physiologically downregulated in the postnatal heart, is significantly re-activated in failing myocardium which, in turn, is associated with increased expression of a restrictive set of *Pitx2* target genes. Among these, *Myf5* was identified as the top upregulated gene. *In vitro*, forced expression of *Pitx2c* in cardiomyocytes, but not in skeletal myoblasts, activates *Myf5* in dose-dependent manner. In addition, we demonstrate that the level of *Pitx2c* is upregulated in the LV-myocardium at systolic HF with severe reduced LV-ejection fraction in patients. Our present study provides the initial framework for analyzing putative contribution of *Pitx2c* re-activation in failing myocardium to the overall progression of HF, possibly through the involvement of *Pitx2c* in regulation of myogenic regulatory factor genes.

## Materials and Methods

### Heart failure porcine samples

Experimental procedures were carried out in accordance with the European Commission Directive 86/609/EEC on the protection of animals used for experimental and other scientific purposes, and all protocols were approved by the Animal Care and Use Ethical Committee of the University of La Coruña, Spain (approval N°:CE 012/2012). Newborn and early neonatal “Large White” piglets were obtained from a local commercial breeder (La Coruña, Spain), maintained in a conventional Nürtinger nursery system for days 6 after birth, randomized in two groups, and assigned to receive a single intravenous injection of isotonic PBS (phosphate-buffered saline) or 1.5–2.0 mg/kg of doxorubicin (Dox; Sigma, Madrid, Spain) [22], [23]. Untreated control group consisted of six non-injected piglets. On day 24 after injection (i.e., on day 30 after birth), hemodynamic parameters (surface ECG, blood pressure, heart rhythm, cardiac output, and extravascular lung water) were monitored in closed-chest piglets, whereas the measurements of LV end-systolic and end-diastolic pressure were performed in open-chest piglets as described [24], [25]. Dox-injected piglets displayed diastolic dysfunction (see Table S1). The piglets were euthanized and the entire heart was rapidly removed, weighed, and photographed while still beating. Then the isolated heart was placed on an ice-cold petri dish, partially sectioned at the midpoint of the LV length and photographs of the open ventricular chambers were taken. Immediately after this step, the LV free wall (LVFW) and left atrium (LA) were dissected into several samples (100–200 mg each). Samples were frozen in liquid nitrogen immediately after isolation and then stored until use at −80°C. The thickness of the LVFW was measured using digitized photoimages of the ventricular-chamber cross-sections as described [22], [26].

### Heart failure patient samples

Human heart samples were obtained from the heart tissue bank set up by MGC-L at the University Hospital Center of La Coruña (La Coruña, Spain). Written informed consent was obtained from patients or their relatives, and the use of human cardiac tissues was approved by the Ethical Committee of Clinical Investigation of Galicia, Spain (approval N°: 2007/239). The investigation conforms to the principles outlined in the Declaration of Helsinki. RNA and protein expression were assayed in explanted hearts from end-stage heart failure (HF) transplantation patients with ischemic (ICM) or idiopathic dilated cardiomyopathy (DCM) and compared with samples obtained from non-failing donor hearts that did not meet criteria for transplantation. All HF patients (functionally classified according to the New York Heart Association criteria) manifested a severely reduced systolic function; the donor group was not known to have any history of overt cardiovascular disease (see Table S2). Transmural samples biopsied from the anterolateral wall of the left ventricle (LV) of failing and non-failing human hearts were stored at −80°C until assayed for RT-PCR and Western blotting.

### RNA extraction and reverse transcription

Deep-frozen samples of piglet and human myocardium were directly disrupted in RLT buffer (Qiagen, Madrid, Spain) using a high-speed rotor-stator homogenizer (Ultra-Turrax T8, Germany), digested with Proteinase K (Qiagen), loaded onto RNeasy Mini/Midi columns (Qiagen), subjected to on-column digestion of DNA with RNase-free DNase (Qiagen), and processed in accordance with the manufacturer's recommendations. Total RNA from cultured HL-1 and Sol8 cells was extracted with the TriPure isolation reagent (Roche Diagnostics, Barcelona, Spain), treated with RNase-free DNase (Roche) for 1 h at 37°C and purified using a standard phenol–chloroform protocol. RNA yield and purity was determined spectrophotometrically, and RNA integrity was verified by running samples on 1.2% agarose gels and staining with ethidium bromide. Resulting RNA preparations were resolved in nuclease-free water (Ambion, Madrid, Spain) and kept at −80°C. Two microgram aliquots of individual total RNA were reverse transcribed using SuperScript III or SuperScript RNase H-minus (Invitrogen, Barcelona, Spain) reverse transcriptase and oligo-dT primers according to the manufacturer's instructions. Negative control reactions were performed in the same conditions without reverse transcriptase.

### Microarray

Total RNAs isolated from LV biopsies of three failing (i.e., Dox-injected) and three non-failing (i.e., PBS-injected) piglets were transported on dry ice to the “KFB – Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany) and the quality of RNAs was assessed by using gel electrophoresis and spectrophotometry running eukaryotic total RNA Nano Series II program. The qualified RNA samples were independently hybridized on the Affymetrix GeneChip Porcine Genome Array (Affymetrix, Santa Clara, USA). Sample processing, array hybridization, scanning, and quantification were performed at the Affymetrix Service Provider and Core Facility, “KFB – Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de) as described in the Affymetrix GeneChip Expression Analysis Technical Manual. Briefly, the Ambion MessageAmp Premier kit, starting with 150 ng total RNA, was used for labeling. Hybridization was followed standard Affymetrix protocol in Affymetrix GeneChip Hybridization Oven 640. All chips passed standard quality controls to eliminate scans with abnormal characteristics (high versus low affinity binding). The scanning and image acquisition were performed by using the Affymetrix GeneChip Scanner 3000 7G and core software GCOS v.1.4. Expression data generation was performed by using the Affymetrix GeneChip Operating Software (GCOS v. 1–4; MAS5 algorithm with default settings). A set of the algorithms implemented in the Affymetrix Microarray Suite Version 5.0 was used for statistical treatment of the data. Genes were considered as altered if the folds-change was at least 2.0 and adjusted p value ≤0.05. The complete microarray data is available at NCBI through GEO (Gene Expression Omnibus) accession number GSE30110 (http://www.ncbi.nlm.nih.gov/geo).

### Conventional PCR

Conventional PCR was performed in a Biometra II system (Gottingen, Germany) as described [24]. The piglet LV/LA cDNAs were used as templates to detect different *Pitx2* transcript variants using the primers indicated in Table S3. The plasmid DNAs encoding pig full-length *Pitx2a*, *Pitx2b* and *Pitx2c* were used as a positive reference control. All PCR setups, including no-RT and no template (NT) controls, were performed at least in duplicate. Each PCR sample was resolved on a 2% agarose gel, and PCR products were visualized with ethidium bromide staining and UV illumination. Band intensity was estimated by densitometry (VersaDoc 1000) and Quantity One software (Bio-Rad, Madrid, Spain). The PCR products were cloned and sequenced (Secugen, Madrid, Spain) to confirm their identity.

### Real-time quantitative PCR (qRT-PCR)

qRT-PCR was performed on Bio-Rad IQ5 instrument (Bio-Rad, Madrid, Spain) and MxPro Mx3005p PCR thermal cycler (Stratagene, Madrid, Spain) using, respectively, SYBR Green (Bio-Rad, Madrid, Spain) and DyNAmo HS SYBR Green (Thermo Scientific, Madrid, Spain) master mix as described previously [24], [27]. The primer pairs were located in different exons to rule out genomic DNA amplification. Each primer pair used yielded a single peak of dissociation on the melting curve and a single band with the expected size on PAGE gels. Identity of the PCR products was confirmed by sequencing. NT and non-RT RNA template reactions were used as negative controls. All PCR setups were performed at least in duplicate. Relative quantifications were calculated with the comparative ΔCt cycle method with normalization to the expression of housekeeping genes coding for ribosomal protein L19 (*Rpl19*), glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) and β-D-glucuronidase (*Gusb*). The efficiency of target and reference amplifications was tested to be approximately equal. Primer sequences and additional data are given in Table S3.

### Plasmid constructs

Pig *Pitx2a* (sequence deduced from the swine genomic sequence NW_003610943) and *Pitx2c* (NM_001206435) were amplified from oligo-dT-primed cDNA from left atrium of newborn piglets; pig *Pitx2b* (sequence deduced from the swine genomic sequence NW_003610943) was amplified from skeletal muscle cDNA of 20-day-old neonatal animals. Each of the full-length *Pitx2* constructs was directionally cloned into p3xFLAG-CMV-14 expression vector (Sigma, Madrid, Spain) at the EcoRI (5′) and BamHI (3′) restriction sites and verified by sequencing [28]. Mouse full-length *Pitx2c* (NM_001042502.1) was amplified from Sol8 myoblast cDNA by PCR with specific primers containing HindIII and XbaI restriction sequences [27]. Subsequently, the PCR product was inserted into the pcDNA3.1/Zeo(-) plasmid (Invitrogen, Barcelona, Spain), which was modified to generate the V5-tagged *Pitx2c* as reported [29]. The plasmids were purified by using a PureLink HiPure plasmid filter purification kit (Invitrogen, Barcelona, Spain) according to the manufacturer's protocol. Purified plasmids were formulated in nuclease-free water (Ambion, Madrid, Spain).

### Cell culture and transfection in vitro

The following cell lines were used: COS-7 (a fibroblast-like cell line derived from monkey kidney tissue was purchased from the European Collection of Cell Cultures, Salisbury, Wiltshire, UK), HL-1 (a mouse atrial cardiac myocyte cell line was provided by Prof. William C. Claycomb [30]), and Sol8 (a mouse skeletal myogenic cell line was purchased from the American Type Culture Collection, Barcelona, Spain). COS-7 and Sol8 cells were cultured in Dulbecco's modified Eagle's Medium (Gibco, Barcelona, Spain) supplemented with 10% fetal bovine serum and penicillin–streptomycin–glutamine (Gibco); HL-1 cells were cultured in similarly supplemented Claycomb's growth medium [30]. Cells were trypsinized at 70–80% confluence and cell numbers were determined using an automated cell counter (Countess, Invitrogen, Barcelona, Spain). Cells were plated at a density of 10^5^ cells per 35 mm well, allowed to attach overnight and transfected with plasmids expressing: (1) FLAG-tagged pig *Pitx2a*, *Pitx2b* and *Pitx2c* (COS-7 cells/500 and 1000 ng of plasmid DNA), and (2) V5-tagged mouse *Pitx2c* (HL-1 and Sol8 cells/100–400 ng of plasmid DNA). All transfections were carried out with Lipofectamine LTX and PLUS Reagents (Invitrogen, Barcelona, Spain) following the manufacturer's instructions. For each plasmid, from three to six separate transfection assays were employed, and in each assay, transfections were performed in duplicate. The transfection protocol typically yielded 60–70% transfection efficiency, as revealed by transfection of CMV-EGFP (enhanced green fluorescent protein) vector [27]. Controls consisted of mock- and empty vector–transfected cells. For *Pitx2c*-silencing experiments, HL-1 and Sol8 cells were seeded in twenty four-well plates (30000 cells per well) and co-transfected with V5-tagged *Pitx2c* (at 400 ng) and *Pitx2c*-specific siRNA heteroduplex [13] (at 80 nM) using the Lipofectamine 2000 Transfection Reagent (Invitrogen, Barcelona, Spain), following the manufacturer's protocol. The cells transfected with V5-tagged *Pitx2c*, under the same conditions, were used as a reference. In each assay, transfections were performed in triplicate. The cells were harvested at 24–48 hours after transfection and processed for RNA and protein extraction as described [24], [27].

### Antibodies

The following primary antibodies were used: (1) rabbit polyclonal antibodies to PITX2A,B,C (Capra Science, Ängelholm, Sweden; at 1∶2000 dilution), (2) rabbit polyclonal antibodies to PITX2B (Capra Science, Ängelholm, Sweden; at 1∶1000 dilution).The specificity of the anti-PITX2 antibodies was independently validated in this study by Western blot analysis of COS-7 cells expressing each PITX2 isoform (see Fig 1 A, B), (3) rabbit monoclonal antibodies to MYF5 (Abcam, Cambridge, UK; at 1∶10000 dilution), (4) rabbit polyclonal antibodies to cardiac troponin I (Abcam, Cambridge, UK; at 1∶40000 dilution), (5) rabbit polyclonal antibodies to cardiac calsequestrin-2 (Abcam, Cambridge, UK; at 1∶10000 dilution), (6) rabbit polyclonal antibodies to ANKRD1 (at 1∶1000 dilution) were generated by Davids Biotechnologie (Regenburg, Germany) using the N-terminal region of pig ANKRD1 as immunogen [22], (7) mouse monoclonal anti-FLAG M2 antibody (Sigma, Madrid, Spain; at 1∶5000 dilution), (8) mouse monoclonal anti-V5 antibody (Sigma, Madrid, Spain, at 1∶5000 dilution), and (9) mouse monoclonal anti-GAPDH antibody (Sigma, Madrid, Spain, at 1∶10000 dilution). Secondary peroxidase conjugated anti-rabbit and anti-mouse IgG (Fab-specific) antibodies were purchased from Sigma (Madrid, Spain).

**Figure 1:**
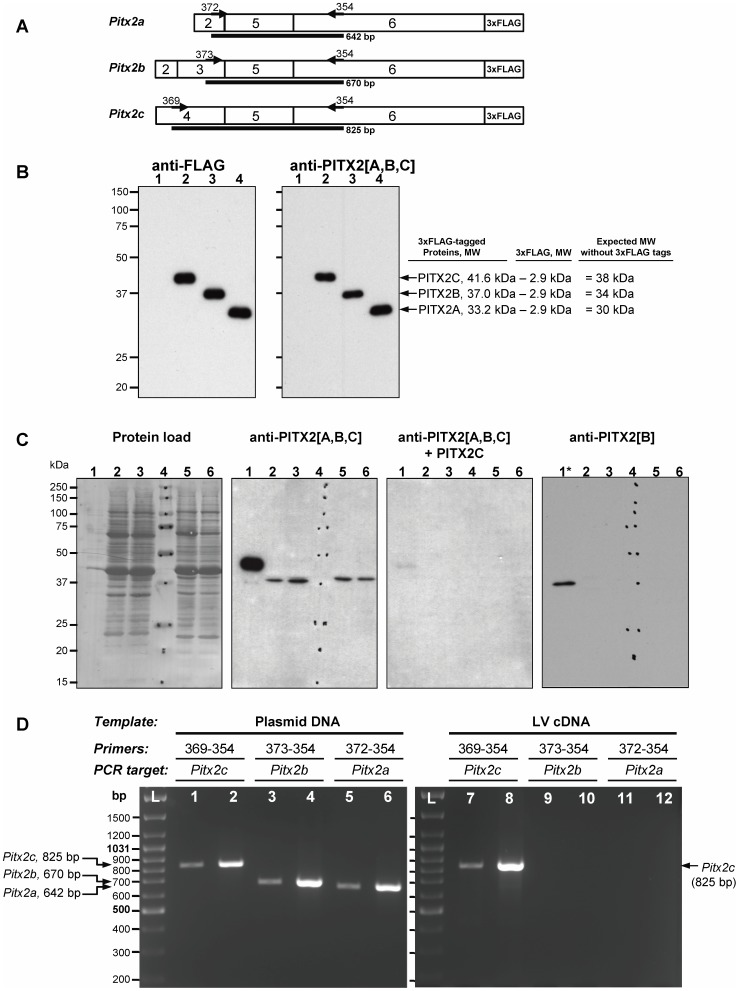
PITXC, but not PITX2A and PITX2B, is detected in the normal porcine and human left ventricular myocardium. **A -** Schematic representation of FLAG-tagged *Pitx2a*, *Pitx2b* and *Pitx2c* constructs. 2–6 – exons. The approximate location of the primers for downstream PCR analyses (**D**) is indicated. The expected size of the corresponding amplicons is shown in black lines. **B** - Lysates of COS-7 cells transfected with FLAG-tagged *Pitx2* constructs were electrophoresed and immunoblotted with anti-FLAG or anti-PITX2A,B,C antibodies. Cells transfected with: vector only (Lane 1), *Pitx2c* (Lane 2), *Pitx2b* (Lane 3) and *Pitx2a* (Lane 4) constructs. **C** - Lysates of COS-7 cells transfected with FLAG-tagged *Pitx2c* (Lane 1) or *Pitx2b* (Lane 1*) and left ventricle (LV) samples from normal 30-day-old porcine (Lane 2 and 3) and non-failing human (Lane 5, 6) hearts were blotted and probed with anti-PITX2A,B,C or anti-PITX2B antibodies. Lane 4 – Precision Plus WesternC Standards, kDa. Protein load – membrane stained with Amido Black 10B. Anti-PITX2A,B,C+PITX2C – antibodies neutralized by the extract of COS-7 cells transfected with FLAG-tagged *Pitx2c* construct. **D** - PCR amplifications of *Pitx2* transcript variants using the *Pitx2*-encoding plasmid DNAs (left panel, lane 1–6) or porcine LV cDNA (right panel, lane 7–12) as templates. Reactions were run in duplicate using 2-fold dilutions of both templates with each primer pairs. L – DNA size standards (GeneRuler DNA ladder mix; Fermentas).

### SDS-PAGE and Western blotting

Tissue/cell samples were homogenized in standard 2x Laemmli buffer (Invitrogen, Barcelona, Spain) supplemented with complete protease inhibitor cocktail (Roche, Madrid, Spain) as previously described [24], [25]. Following centrifugation at 20000 g for 30 minutes, the concentration of supernatant proteins was analyzed using the Bio-Rad DC Protein Assay Kit (Bio-Rad, Hercules, USA) according to the manufacturer's protocol. The protein extracts were normalized to total protein concentration; the results of normalization were confirmed by SDS-PAGE and Coomassie staining before Western blotting analysis [25], [31]. Protein supernatants (loading range of 5–15 µg/run) were resolved on a 12% SDS-PAGE (Mini-Protean-III, Bio-Rad, Hercules, USA) and blotted onto PVDF-membranes (Hybond-P, Amersham Biosciences, Barcelona, Spain). Molecular weight (MW) standards (Precision Plus Protein WesternC Standards from Bio-Rad and SeeBlue Plus2 Pre-Stained Standard from Invitrogen) were included on each gel. Blots were probed with the antibodies indicated above and visualized by the Super-Signal West Pico chemiluminescent substrate (Pierce Biotechnology, Madrid, Spain). Equivalence of protein loading was confirmed by Amido-Black 10B (Merck, Barcelona, Spain) staining of blots after immunodetection. The blots were re-probed with anti-cardiac calsequestrin 2 and anti-GAPDH antibodies as additional control for loading. Quantification of Western blot signals was obtained by using a Bio-Rad GS800 calibrated densitometer with Quantity One software.

### Statistical Analysis

Values presented are expressed as mean ± S.E.M. All comparisons between groups were performed using an unpaired Student's *t* test. Differences were considered statistically significant for p value ≤0.05.

## Results

### PITX2C is the predominant splice-variant isoform in porcine and human left ventricular myocardium

PITX2 protein expression was studied by Western blot in left ventricular (LV) samples of normal porcine and non-failing human hearts. The FLAG-tagged constructs containing each of the three different PITX2 isoforms (Fig. 1 A) were used to evaluate the specificity of antibodies against PITX2A,B,C. Lysates from COS-7 cells transiently transfected with constructs were probed by Western blotting with anti-FLAG and anti-PITX2A,B,C antibodies (Fig. 1 B). Anti-FLAG detection revealed the expression of three PITX2 isoform-specific products, each migrating in SDS-PAGE as one band. The same protein products were also detected by anti-PITX2A,B,C antibodies indicating that these antibodies specifically recognize all PITX2 isoforms equally well (Fig. 1 B, right panel). However, only one band, with MW around 38–39 kDa corresponding to the expected size of PITX2C, could be seen in both porcine and human LV samples when probed with anti-PITX2A,B,C antibodies (Fig. 1 C). After neutralization of these antibodies with FLAG-tagged PITX2C protein, neither band was detected on the LV-derived blots. In addition, the antibodies against PITX2B isoform did not reveal any band in LV-extracts assayed under the same experimental conditions.

The results of Western blot assays were consistent with the expression levels of *Pitx2* variants determined by PCR analysis (Fig. 1 D). In control experiments, with the use of *Pitx2*-encoding plasmid DNAs as templates, each of three *Pitx2* transcript variants was amplified with comparable efficiency (Fig 1 D, left panel). However, only the largest *Pitx2c* variant was detected in LV samples using the same primer sets (Fig. 1 D, right panel). Taken together, the results strongly evidenced that PITX2C is the most abundant and predominant isoform in the LV of pigs and humans.

### Ventricular *Pitx2c* expression is downregulated after birth but markedly reactivated in piglet diastolic heart failure

In neonatal piglets, the LV undergoes rapid hypertrophic growth as development proceeds [22], [32]. Likewise, in this work, we found that the average LVFW thickness was approximately 2-fold higher in normal 30-day-old piglets than in newborns (Fig. 2 A, B). Comparative qRT-PCR analysis of the LV-samples from these two groups of normal animals revealed that *Pitx2c* mRNA levels at birth are 16-fold higher than are those detected in 30-day-old animals (Fig. 2 C). These results suggest that a rapid progression of LV-concentric remodelling is associated with downregulation of *Pitx2c* expression in healthy neonatal piglets.

**Figure 2:**
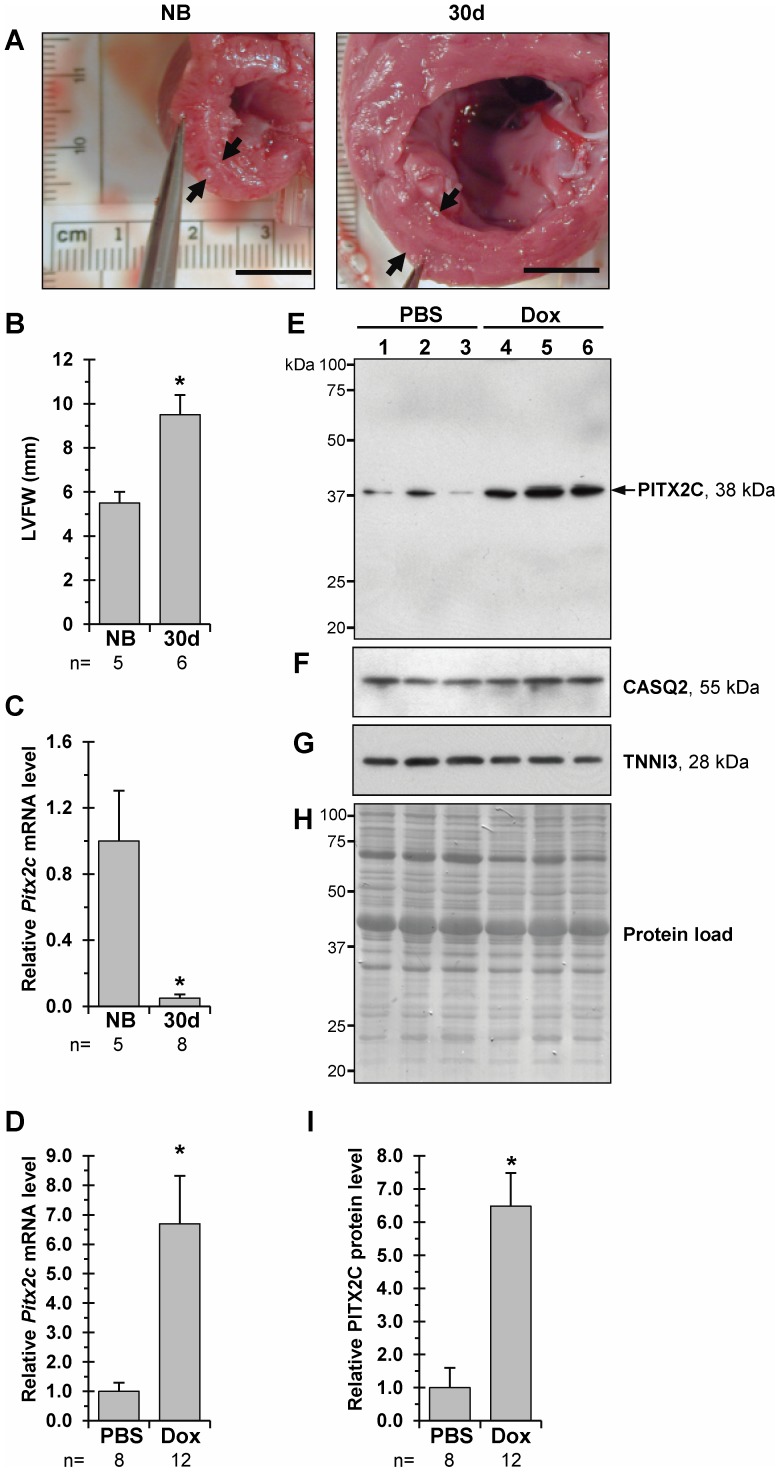
In the pig left ventricular myocardium, *Pitx2c* expression is downregulated after birth but re-activated in DHF. A, B - Cross-sections through left ventricular (LV) chambers of newborn (NB) and 30-day-old (30 d) piglets (Bar – 1 cm) and LVFW thickness values, respectively. C - Overall relative levels of *Pitx2c* transcript in LV-samples of newborn versus 30-day-old animals, *p≤0.05. D - Overall relative levels of *Pitx2c* transcript in LV-samples of PBS-injected versus Dox-injected 30-day-old piglets, *p≤0.05. E - Representative Western blots of PITX2C levels in the LV myocardium of PBS-injected (Lane 1, 2, 3) and Dox-injected (Lane 4, 5, 6) 30-day-old piglets. Each LV-sample (1–6) was derived from an individual animal. Western blot replicates were probed with antibodies against: (F) - cardiac calsequestrin 2 (CASQ2) and (G) - cardiac troponin I (TNNI3). MW values (kDa) of the bands detected are shown. H – Membrane stained with Amido Black 10B. I - Overall relative levels of PITX2C protein in LV-samples as based on average values from each group studied. *p≤0.05.

By utilizing our protocol [24], [25], diastolic heart failure (DHF) syndrome was induced in 6-day-old piglets by a single Dox injection. At day 30, neonatal piglets developed a diastolic dysfunction resulting in pulmonary congestion, but with nearly-normal (“preserved”) systolic function in terms of LV-end systolic pressure and global cardiac output values. The average fold-increase of both the normally spliced *Nppb* (natriuretic peptide precursor B) and *ΔE2-Nppb* (exon 2-skipped) mRNA [33] in the failing versus control LV myocardium was 5.8 and 9.4, respectively (see Table S1).

We quantified the relative amounts of the *Pitx2c* splice variant in the LV myocardium of control (i.e., PBS-injected) and experimental (i.e., Dox-injected) piglets (Fig. 2 D) by qRT-PCR. Expression of *Pitx2c* transcript was enhanced 6.7-fold in the failing versus control myocardium. The specificity of the unique *Pitx2c* amplification product was determined by melting curve and PAGE analyses (Figure S1 A–D). A similar 6.5 fold-increase was observed for the PITX2C protein in failing as compared to non-failing piglet LV myocardium (Fig. 2 E–I).

Thus, these results demonstrated that expression of *Pitx2c*, which is physiologically downregulated in the early postnatal heart, becomes significantly re-activated in an experimental DHF setting.

### *Myf5* is identified as the most upregulated gene among *Pitx2* targets in piglet failing myocardium

Marked reactivation of PITX2C protein expression suggested that downstream targets could also be activated in DHF myocardium. A variety of putative targets of *Pitx2* have been suggested over the years, many in associative gene expression studies of non-cardiac tissues by using microarray-based methods [34]–[38]. In adult ventricular myocardium, the exact *Pitx2* signalling pathway is not defined, nor the *Pitx2* targets involved. Our microarray expression profiling of LV-samples from non-failed and failed porcine hearts revealed that *Pitx2* upregulation is associated with increased expression of a restrictive set of known *Pitx2* target genes (Table 1). It is noteworthy that previous studies have demonstrated that these genes have PITX2 binding site(s) in their promoter region, as demonstrated by chromatin immunoprecipitation and functional promoter-reporter assays (see references in Table 1). 

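Total RNA from the LV free wall of 3 Dox-injected and 3 PBS-injected piglets was hybridized to the Affymetrix Porcine Genome Array, with 1 animal per array. Doxorubicin (Dox) is an anthracycline anticancer drug that is toxic to cardiac muscle, and PBS-injected piglets served as controls. The sample labels give a dose of 2.0 mg/kg at 8 days of age with tissue taken 3 weeks later at 28 days of age, whereas the paper gives a dose of 1.5 to 2.0 mg/kg at day 6 with tissue taken 24 days later at day 30 in its methods. Table S1 gives 2 mg/kg and an interval of 3 weeks, as the labels do. The deposited values are MAS5 signals, an intensity per probe set on a linear scale, which the authors computed with GCOS 1.4 and scaled so that the 2% trimmed mean of each array lies at 100. The values were analysed as log2 signals with limma, with signals of 0 raised to 0.1, the smallest other value, and with Benjamini-Hochberg adjustment over the 23999 probe sets that are not array controls. The highest signal of the Tag probe sets, which carry synthetic sequences without a pig target, was between 2.5 and 6.3 on the 6 arrays. A signal at or below the highest Tag signal of its array is described here as within the Tag range, a reference chosen after the values were seen, and no fold is interpreted for a gene with 4 or more of its 6 signals there. The number of arrays limits the precision of every comparison, and an exact permutation test of 3 animals against 3 cannot give a two-sided p below 0.1.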

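NPPA and CCND2, 2 of the genes that the paper names, both had a higher geometric mean signal in the Dox-injected group. NPPA, which encodes atrial natriuretic peptide, had a signal of 366 ± 189 (SD, n = 3) in PBS-injected and 2574 ± 2706 (SD, n = 3) in Dox-injected piglets. The ratio of the geometric means was 4.42, equal to 2 decimals to the microarray fold in Table 1. CCND2, which encodes the cell cycle regulator cyclin D2, had a signal of 278 ± 59.3 (SD, n = 3) in PBS-injected and 769 ± 546 (SD, n = 3) in Dox-injected piglets, a ratio of geometric means of 2.38. Each Dox-injected piglet had a higher CCND2 signal than each PBS-injected piglet (exact permutation test, p = 0.1, the smallest p that this design allows). The NPPA signals of the groups overlapped (exact permutation test, p = 0.3). The log2 difference was 2.14 for NPPA (standard error 0.92, adjusted p = 0.522 from limma) and 1.25 for CCND2 (standard error 0.45, adjusted p = 0.521 from limma). At a fold of at least 2 and an adjusted p of at most 0.05, neither gene passed over all probe sets, and at an unadjusted p of at most 0.05 with the same fold both passed with limma and neither with the methods' t-test. Over the whole array limma called 0 probe sets and the methods' t-test called 0. Before adjustment, 1356 probe sets had a p of at most 0.05 with a fold of at least 2, 480 of them higher and 876 lower in Dox-injected piglets. Without the array of Dox replicate 3, the log2 difference was 1.18 for NPPA and 0.71 for CCND2, and without Dox replicate 1 it was 3.29 for NPPA. Over the whole array, 14 probe sets passed without Dox replicate 1, none of them of these 2 genes. FOXJ1 has no probe set under its name and is not analysed here.

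**Figure D1:**
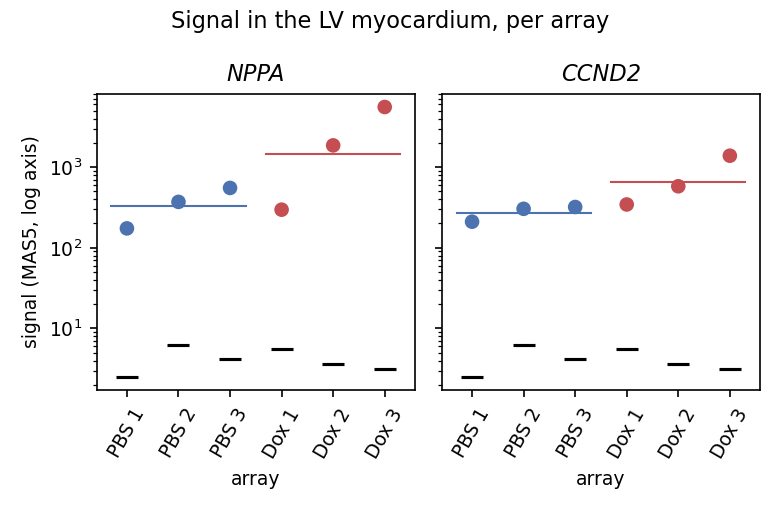
MAS5 signal (log axis) of NPPA and CCND2 on each of the 6 arrays, with PBS-injected piglets in blue and Dox-injected piglets in red. Coloured lines are the geometric means of 3 arrays, and black dashes are the highest Tag signal of each array, which all points exceed.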

Changes in the expression of three transcription factors, *Myf5*, *Pax3*, and *FoxJ1*, as well as *Pitx2* itself were further verified by real time qRT-PCR in the same (three failing versus three non-failing) samples used in microarray assays (Table 1). Among *Pitx2* targets, most notable was the marked upregulation of the myogenic factor MYF5 in DHF myocardium. mRNA levels for the *Pax3* transcription factor, which can activate *Myf5* in embryonic muscle progenitor cells [39], were also elevated in failing LV-myocardium, although to a lesser extent as compared to *Pitx2c* and *Myf5* (see Table 1). 

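MYF5 encodes a transcription factor that starts skeletal muscle differentiation, and PAX3 encodes a paired-box factor of muscle progenitor cells. On the arrays the MYF5 probe set of Table S4 had a signal of 0.533 ± 0.586 (SD, n = 3) in PBS-injected and 2 ± 1.13 (SD, n = 3) in Dox-injected piglets. The PAX3 probe set of Table S4 had a signal of 1.7 ± 1.28 (SD, n = 3) in PBS-injected and 4.73 ± 2.73 (SD, n = 3) in Dox-injected piglets. The MYF5 signal was within the Tag range on 6 of 6 arrays and the PAX3 signal on 5 of 6, so the group means are given without a fold of their own. The ratios of geometric means equal the folds in Table 1 to 2 decimals for both genes. The signals of the groups overlapped for MYF5 (exact permutation test, p = 0.2; adjusted p = 0.535 from limma) and for PAX3 (exact permutation test, p = 0.3; adjusted p = 0.577 from limma). A further PAX3 probe set had signals between 0.5 and 3.7 in PBS-injected and between 0.5 and 2.8 in Dox-injected piglets (adjusted p = 0.891 from limma).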

*Pax3*, *Pitx2*, and *Myf5* are upstream genes which differentially regulate the kernel myogenic program in cell- and time-dependent manner [40], [41]. However, the expression of downstream myogenic factors - MYOG (myogenin; see Fig. 3 A, right panel), MYOD, and MYF6 (also known as MRF4) - was not significantly altered in failing compared to non-failing LV myocardium. In addition, there were subtle differences in the expression levels of skeletal muscle-specific genes (*Tnnt1*, *Tnnt3*, *Myh4*, and *Tpm2*), with exception of the *Myl1* gene which expression was markedly downregulated in failing myocardium (see Table S4 and complete microarray data set at GEO accession number GSE30110). 

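MYOD1 and MYF6 encode the myogenic factors MYOD and MRF4, which act later in the skeletal muscle program. The MYOD1 probe set of Table S4 had a signal of 0.133 ± 0.0577 (SD, n = 3) in PBS-injected and 0.2 ± 0.1 (SD, n = 3) in Dox-injected piglets, within the Tag range on 6 of 6 arrays (exact permutation test, p = 0.7; adjusted p = 0.89 from limma). The MYF6 signal was 2.43 ± 0.709 (SD, n = 3) in PBS-injected and 4.23 ± 1.83 (SD, n = 3) in Dox-injected piglets, within the Tag range on 4 of 6 arrays (exact permutation test, p = 0.2; adjusted p = 0.663 from limma). Of 20 regulators of skeletal myogenesis fixed as a list, 11 have a named probe set, 0 passed over all probe sets or adjusted over the list alone, and 0 had an unadjusted p of at most 0.05 from limma. Their median log2 difference was 0.17, with 6 above 0 and 5 below 0 (camera from limma, adjusted p = 0.282). The median was 0.58 without PBS replicate 3. The median signal of these genes was 3.78, among the highest Tag signals of 2.5 to 6.3. No change is therefore read from their median or signs. Among them DES, the intermediate filament gene desmin, which is also expressed in cardiac muscle, had signals between 1704.5 and 2967.2 in PBS-injected and between 2394.5 and 5024.9 in Dox-injected piglets (adjusted p = 0.59 from limma). MYOG is not analysed here, as no probe set carries its name.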

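MYL1, a fast skeletal myosin light chain gene, had a signal of 121 ± 106 (SD, n = 3) in PBS-injected and 20.9 ± 4.09 (SD, n = 3) in Dox-injected piglets. Each Dox-injected piglet had a lower MYL1 signal than each PBS-injected piglet (exact permutation test, p = 0.1), and the log2 difference of -2.19 (standard error 0.55) had an adjusted p of 0.521 from limma. It was -1.51 without PBS replicate 2, which had a signal of 242.4 against 74.4 and 46.6 in its group. TNNT1, the slow skeletal troponin T gene, had a log2 difference of 0.10 (standard error 0.53, adjusted p = 0.953 from limma), and PBS replicate 3 stood apart within its group with a signal of 1495.2 against 383.6 and 318.8. TNNT3, the fast skeletal troponin T gene, had a log2 difference of 0.06 (standard error 0.29, adjusted p = 0.951 from limma) at a probe set that only Table S4 names so. The probe set annotated as TNNT3 had signals of 0.3 to 3.4, within the Tag range on 6 of 6 arrays. The difference turned below 0 without PBS replicate 1, PBS replicate 2 or Dox replicate 3 for TNNT1, and without PBS replicate 3 or Dox replicate 2 for TNNT3. TPM2, which encodes beta-tropomyosin, had a signal of 761 ± 171 (SD, n = 3) in PBS-injected and 1792 ± 1178 (SD, n = 3) in Dox-injected piglets (log2 difference 0.98, standard error 0.50, adjusted p = 0.557 from limma). The difference was 0.48 without Dox replicate 3 and 1.63 without Dox replicate 1. The other TPM2 probe sets had log2 differences of 0.84, 0.80 and -0.34. The probe set that Table S4 names MYH4 is annotated as MYH2, another fast myosin heavy chain gene, and its signals of 0.2 to 2.1 were within the Tag range on 6 of 6 arrays (adjusted p = 0.897 from limma). Of 24 skeletal muscle fibre genes fixed as a list, 14 have a named probe set, 0 passed over all probe sets or adjusted over the list alone, and 2 had an unadjusted p of at most 0.05, 1 higher and 1 lower in Dox-injected piglets. Their median log2 difference was 0.17 (camera from limma, adjusted p = 0.469). The median was -0.03 without PBS replicate 3 and 0.53 without PBS replicate 2. It was 0.17 over the 6 genes left when dim probe sets were left out. The median signal of the measured genes of this list was 6.04, among the highest Tag signals of 2.5 to 6.3. No change is therefore read from the median of the list.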

LV expression of the *FoxJ1* (forkhead box J1) transcription factor, which is involved in cardiac morphogenesis and remodelling [42], was moderately upregulated in Dox-injected versus that in control PBS-injected animals (see Table 1).

**Figure 3:**
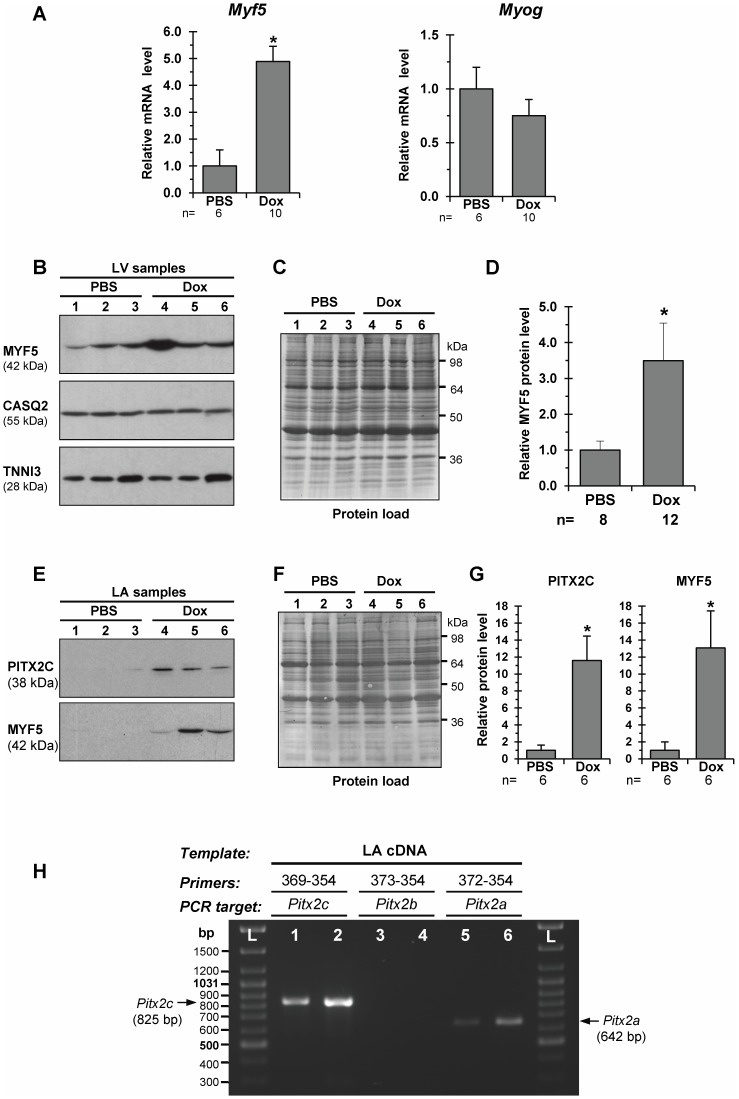
Expression of *Myf5*, but not *Myog*, is upregulated in the failing pig left heart as determined by qRT-PCR and Western blot analyses. A – Relative levels for *Myf5* (left) and *Myog* (right) transcripts in the left ventricular (LV) samples from PBS- and Dox-injected piglets. B - Representative Western blots of MYF5 levels in the LV samples from PBS- (Lane 1, 2, 3) and Dox-injected (Lane 4, 5, 6) piglets (blots probed with anti-PITX2A,B,C antibodies). Western blot replicates were probed with antibodies against cardiac calsequestrin 2 (CASQ2) and cardiac troponin I (TNNI3). MW values (kDa) of the bands detected are shown. C – Control of protein loading: Western blot membrane probed with anti-MYF5-antibodies was then stained with Amido Black 10B to detect blotted proteins. D – Overall relative levels of MYF5 protein in LV-samples as based on average values from each group studied. *p≤0.05. E – Representative Western blots of PITX2C and MYF5 levels in the left atrium (LA) from PBS- (Lane 1, 2, 3) and Dox-injected (Lane 4, 5,6) piglets. MW values (kDa) of the bands detected are shown. F – Membrane stained with Amido Black 10B. G – Overall relative levels of PITX2C and MYF5 in LA-samples as based on average values from each group studied. *p≤0.05. H – RT-PCR amplifications (Lane 1–6) of *Pitx2* transcript variants using the porcine LA cDNA as template. Reactions were run in duplicate using 2-fold template dilutions with each primer pairs. **L** – DNA size standards (GeneRuler DNA ladder mix; Fermentas).

**Table 1:** Upregulation of genes sensitive to Pitx2 dosage in the piglet DHF model.

Gene coding for	Gene symbol	Fold change		PITX2 binding to the promoter	Reference
		microarray	qRT-PCR		
Paired-like homeodomain 2	*Pitx2*	2.14	6.60±1.6*		
Natriuretic peptide precursor A	*Nppa*	4.42	HV	+	[73]
Cyclin D2	*Ccnd2*	2.38	HV	+	[51]
Forkhead box protein J1	*Foxj1*	2.66	3.20±0.4	+	[74]
Myogenic factor 5	*Myf5*	5.15	4.80±0.5	+	[57]
Paired box 3	*Pax3*	3.39	1.80±0.3	+	[45]

Three pairs of failing-non failing samples were assayed by both microarray and qRT-PCR. *Quantitative RT-PCR analysis with the use of the primer pair (350–353, see Table S3) annealing to the sequence common to the different *Pitx2* variants. HV – highly variable expression within each sample sets.

Recently, a search for cardiac *Pitx2* targets by ChIP-Seq and microarray assays revealed several novel putative targets negatively regulated by *Pitx2* in transfection assays using the 293FT cell line derived from human embryonic kidney [18]. 

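KCNQ1, a potassium channel gene, and CAV1, the gene of the caveolar coat protein caveolin 1, had similar mean signals in the failing and non-failing LV myocardium. The brightest of 4 KCNQ1 probe sets had a signal of 14 ± 5.54 (SD, n = 3) in PBS-injected and 15.2 ± 5.69 (SD, n = 3) in Dox-injected piglets, a log2 difference of 0.13 (95% confidence interval from -0.98 to 1.25, adjusted p = 0.936 from limma). The other KCNQ1 probe sets were within the Tag range on 4, 5 and 6 of 6 arrays. The brightest of 3 CAV1 probe sets had a signal of 1111 ± 322 (SD, n = 3) in PBS-injected and 1202 ± 242 (SD, n = 3) in Dox-injected piglets, a log2 difference of 0.13 (95% confidence interval from -0.42 to 0.68, adjusted p = 0.872 from limma). The other CAV1 probe sets had log2 differences of -0.24 and -0.56 with adjusted p of 0.745 and 0.583 from limma. The sign of the small KCNQ1 and CAV1 differences turned when single arrays were left out. The genes of the calcium channel subunit alpha-1d and of emerin have no probe set under their names and are not analysed here.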

The expression of these genes (coding of calcium voltage-gated channel subunit alpha-1d; potassium voltage-gated channel, KQT-like subfamily, member 1; caveolin 1; emerin) was not altered in LV myocardium of Dox-injected versus PBS-injected piglets (see complete microarray data set at GEO accession number GSE30110).

We further validated the upregulation of *Myf5* in DHF LV-myocardium by performing quantitative RT-PCR and Western blot analyses in a larger cohort of Dox- versus PBS-injected animals. On average, the level of *Myf5* transcript was enhanced 4.8-fold in the failing (n = 12) versus control (n = 8) LV-myocardium (Fig. 3 A, left panel). The specificity of the unique *Myf5* amplification product was determined by melting curve and PAGE analyses (see Figure S2). A seemingly similar 3.5 fold-increase was observed for the MYF5 protein in failing as compared to non-failing piglet LV myocardium (Fig. 3 B–D).

Recent clinical evaluations indicated that LV diastolic dysfunction can result in functional and structural remodelling of the left atrium (LA) in patients [43], [44]. In line with these data, we studied the expression of *Pitx2c* and *Myf5* in LA samples from Dox- versus PBS-injected piglets. As revealed by Western blot, the levels of both PITX2C and MYF5 were about 10-fold higher in the LA of Dox-treated as compared to those in the LA of PBS-treated piglets (Fig. 3 E–G). Only the 38-kDa band, corresponding to the porcine PITX2C isoform, was detected on LA-derived blots probed with anti-PITX2A,B,C antibodies (Fig. 3 E), although these antibodies, as we demonstrated, recognize the all PITX2 isoforms (see Fig. 1 B, right panel). The RT-PCR analysis for LA-samples (Fig. 3 H) revealed the predominant expression of the *Pitx2c* variant, while other *Pitx2* alternative transcripts were either not detected (*Pitx2b*) or detected in traces (*Pitx2a*).

Collectively, the findings from the porcine model of DHF revealed a strong upregulation of *Pitx2c* and *Myf5* under stress conditions, suggesting that *Pitx2c* could be involved in transcriptional regulation of *Myf5* expression, and probably to a lesser extent of *FoxJ1* too, in postnatal cardiomyocytes.

### Forced expression of *Pitx2c* increases the expression of *Myf5* in cultured cardiomyocytes

To explore the possibility that *Pitx2c* may activate *Myf5* and/or *FoxJ1* expression specifically in cardiomyocytes, we overexpressed the full-length *Pitx2c* variant in HL-1 cardiomyocyte as well as undifferentiated Sol8 skeletal muscle cell lines. The Sol8 cell line was used as a control since, as previously demonstrated, *Pitx2c* overexpression promotes proliferation and arrests muscle differentiation of Sol8 cells [45].

Transient transfections of HL-1 cardiomyocytes strongly enhanced, in a dose-dependent manner, the expression of the *Myf5* gene compared to that in mock- and empty vector-transfected cells. This effect appears to be cell-type dependent, as no stimulation of *Myf5* transcript expression was observed in *Pitx2c*-transfected Sol8 myoblasts (Fig. 4 A). In this direction, the inhibition of *Pitx2c* overexpression, using *Pitx2*-siRNAs, led to a decrease of *Pitx2c*-induced activation of the *Myf5* gene in HL-1 cardiomyoblasts, whereas co-transfection with *Pitx2c* siRNA did not affect the basal level of *Myf5* expression in *Pitx2c*-transfected Sol8 myoblasts (Fig. 4 B). The ability of *Pitx2c* to activate *Myf5* expression in HL-1 cardiomyoblasts was further confirmed by Western blot analysis. Ectopic PITX2C upregulation resulted in activation of MYF5 protein expression in HL-1, but not in Sol8 cells (Fig. 4 C). Under our experimental conditions, we could not detect any MYF5 protein in either control or *Pitx2c*-transfected Sol8 myoblasts.

**Figure 4:**
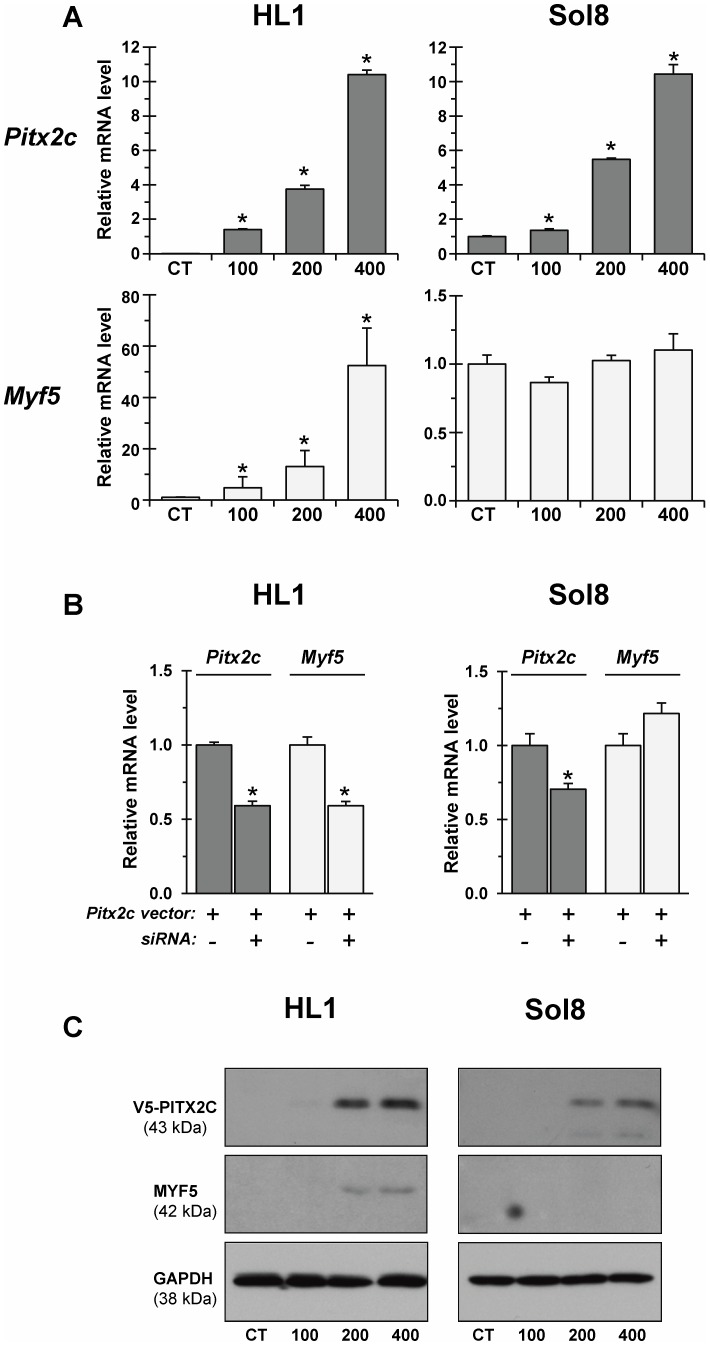
*In vitro* forced expression of *Pitx2c* results in increased *Myf5* expression in cultured cardiomyocytes but not skeletal myoblasts. A - Overall relative levels of *Pitx2c* (black) and *Myf5* (grey) transcripts in HL-1 and Sol8 cells transfected with V5-tagged *Pitx2c* vector at different doses (100-400 ng). CT – empty-vector transfected cells. Shown are results of qRT-PCR analysis. Data from six replicates of each transfection were pooled and averaged. In controls, the relative levels of transcripts for *Myf5* were assigned to a value of 1, whereas those for *Pitx2c* were assigned to a value of 10^−4^. *p≤0.05. B – Overall relative levels of *Pitx2c* and *Myf5* transcripts in HL-1 and Sol8 cells co-transfected with V5-tagged *Pitx2c* (at 400 ng) and *Pitx2c*-specific siRNA heteroduplex (at 80 nM). Data from three replicates were pooled and averaged. C - HL-1 and Sol8 cells transfected with V5-tagged *Pitx2c* (at 100–400 ng) were pooled (from triplicate wells in each transfections), lysed, electrophoresed, and immunoblotted with antibodies against PITX2A,B,C, MYF5 and GAPDH. MW values (kDa) of the bands detected are shown.

With respect to expression of *FoxJ1*, the results of *Pitx2c* transfections of HL-1 cells were not very conclusive but there appeared to be a statistically significant and slightly dose-dependent increase of *FoxJ1* expression as compared to control cells (see Figure S3). By contrast, in transfected Sol8 myoblasts *FoxJ1* was downregulated at doses of 100 and 200 ng of *Pitx2c* plasmid DNA followed by a return to basal levels at a highest dose used (400 ng). The cause of this down-regulation of *FoxJ1* expression is not known at present.

We next asked whether forced expression of *Pitx2c* is able to modulate the expression of PAX3 and MYOG myogenic factors in HL-1 versus Sol8 cells. We found that forced *Pitx2c* expression does not affect the levels of *Pax3* expression in either HL-1 or Sol8 transfected cells, but results in decreased expression of the *Myog* gene selectively in Sol8 undifferentiated myoblasts (see Figure S3). The latter is in accordance with previous experimental data reporting *Myog* downregulation in Sol8 myoblasts transfected with *Pitx2c* expression vectors [27], [45].

Essentially, data from transfection assays showed that *Pitx2c* upregulation does result in strong and dose-dependent activation of *Myf5* expression in cardiomyocytes and to a minor extend of *FoxJ1*.

### Ventricular *Pitx2c* expression is reactivated in human systolic heart failure

Controversy about whether diastolic (DHF) and systolic HF (SHF) represent overlapping [46] or distinct [47] phenotypes of severely impaired cardiac function remains unsolved. We aimed to investigate whether re-activation of *Pitx2c* expression in DHF, as revealed in the porcine model, is also related to SHF in patients undergoing heart transplantation due to dilated (DCM) or ischemic cardiomyopathy (ICM). On average, the level of expression of the *Pitx2c* transcript was nearly 6-fold (DCM) and 8-fold (ICM) higher in LV tissue samples from explanted hearts as compared with those from donor human hearts (Fig. 5 A). However, Western blotting analysis showed that PITX2C protein upregulation in falling human myocardium was significantly less (2–3-fold increase) than that observed at the RNA level (see Fig. 5 B, C). In the studied failing myocardium, the expression of ANKRD1 (ankyrin repeat domain 1 protein), the surrogate marker of HF [48], was significantly upregulated (Fig. 5 B, E), while the levels of TNNI3 (cardiac troponin I; the marker of acute myocardial ischemia) were unchanged or slightly augmented as compared to non-failing samples (see Fig. 5 B).

**Figure 5:**
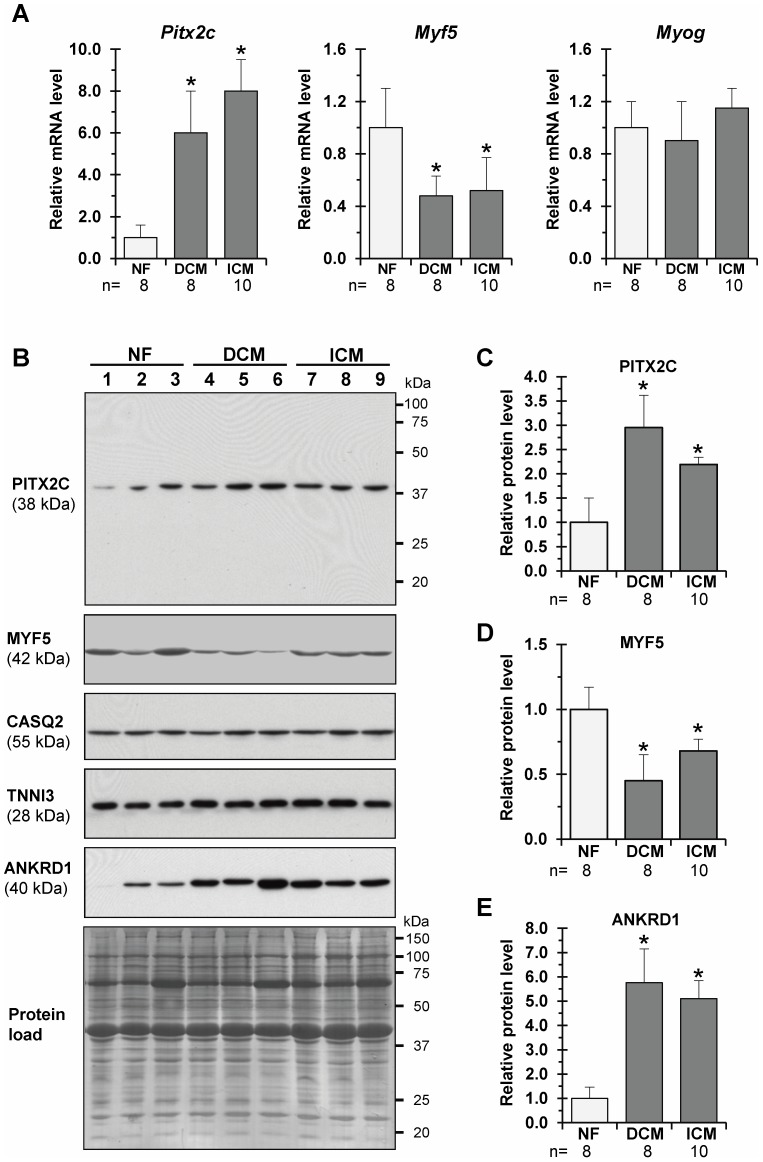
*Pitx2c* expression is reactivated, while expression of *Myf5* is downregulated in human systolic heart failure as determined by qRT-PCR and Western blot analyses. A - Overall relative levels of *Pitx2c*, *Myf5*, and *Myog* transcripts in the left ventricular (LV) samples from non-falling (NF) and failing human hearts due to idiopathic dilated (DCM) and ischemic (ICM) cardiomyopathy. *p≤0.05. B - Representative Western blots of PITX2C levels (top) in the LV samples from NF (Lane 1–3), DCM (lane 4–6) and ICM (lane 7–9) failing hearts. Western blot replicates were probed with antibodies against MYF5, cardiac calsequestrin 2 (CASQ2), cardiac troponin I (TNNI3) and ankyrin repeat domain 1 protein (ANKRD1). MW values (kDa) of the bands detected are shown. Protein load - Membrane stained with Amido Black 10B. Overall relative levels of PITX2C (C), MYF5 (D) and ANKRD1 (E) protein in LV-samples as based on average values from each group studied. *p≤0.05.

In addition, we studied the expression of *Myf5* and *Myog* genes in human failing hearts. Expression of *Myf5* was found to be nearly 2-fold decreased at both transcript (Fig. 5 A) and protein (Fig. 5 B, D) levels in falling as compared to non-failing human myocardium, whereas the expression of *Myog* was unchanged (Fig. 5 A). Although not statistically significant, there was a trend toward less decrease of MYF5 protein in ICM than in DCM samples (Fig. 5 D).

Collectively, the results suggest that *Pitx2c* re-activation in ventricular myocardium is a common molecular signature of HF with preserved (DHF) as well as reduced systolic (SHF) function, while the expression of *Myf5* is distinct between the two HF phenotypes studied.

## Discussion

In this paper we provide what are, to our knowledge, the first reported results, demonstrating: (1) the re-activation of *Pitx2c* expression in failing myocardium in different HF settings, (2) the marked upregulation of *Myf5* myogenic factor expression in failing ventricular and atrial myocardium as well as in cultured cardiomyocytes in response to forced expression of *Pitx2c*, and (3) the expression of the large repertoire of myogenic regulatory factors (MRFs) in normal and failing myocardium. Each of these data sets is discussed in the context of the underlying molecular mechanisms of HF.

### Activation of myocardial PITX2c expression as a hallmark of heart failure

A possible involvement of PITX2C in ventricular HF has not yet been explored. We demonstrate herein a similar upregulation of *Pitx2c* expression in the LV myocardium, at transcript and protein levels, in a porcine model of DHF as well as in patients with end-stage SHF. In patients, LV diastolic dysfunction can lead to elevation of LA pressure, resulting in increased LA wall tension and progressive LA dilatation, thereby increasing the risk and frequency of atrial fibrillation development [44], [49]. By using the porcine DHF model, we evidence that *Pitx2c* is upregulated in the LA myocardium. This new observation adds an additional layer of complexity to the challenge linking perturbations of *Pitx2c* expression in the LA to the development of atrial fibrillation [11]. Mechanistically, the results of this study strongly suggest that *Pitx2c* activation is a common feature of the failing heart, in line with recent reports of myocardial *Pitx2c* upregulation in HF due to ventricular septal defects in human foetuses [50]. The question is whether *Pitx2c* upregulation deteriorates the failing myocardium as one of the factors for HF progression or its activation is merely a secondary manifestation of impaired LV function that might even have a compensatory effect in HF? Certainly, any answer to such a question is still speculative as current knowledge on *Pitx2c* functions in postnatal ventricular myocardium is incomplete and largely uncertain. In addition, the role of *Pitx2c* in failing myocardium may be multifaceted depending on the cause, type, stage, and severity of HF. Our results in fact suggest that an excessive re-activation of *Pitx2c* expression could contribute to an overall disturbance of the cardiac gene regulatory network in failing myocardium.

*Pitx2* expression is upregulated by a canonical *Wnt*/β-catenin signalling pathway involved in activation of cell proliferation of embryonic cardiac precursors [51]. However, the canonical *Wnt* signalling negatively regulates the proliferation of adult cardiac progenitor cells, contributing to negative LV-remodelling [52]. There is substantial evidence that inhibition of the canonical *Wn*t/catenin pathway can be beneficial for HF [53]. Recently, *Pitx2* is recognized for being a downstream transcription factor in the TGF-β (transforming growth factor beta) signalling pathway in non-muscle cells [36]. Myocardial TGF-β signalling is activated in animal models of myocardial infarction and cardiac hypertrophy, and patients with dilated and hypertrophic cardiomyopathy. Reducing of TGF-β signalling is seen as a promising therapeutic approach for cardiovascular diseases (reviewed in [54], [55]). 

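SMAD3, which encodes a transcription factor activated by TGF-β receptors, had a signal of 25.9 ± 2.22 (SD, n = 3) in PBS-injected and 56.5 ± 27.7 (SD, n = 3) in Dox-injected piglets. Each Dox-injected piglet had a higher SMAD3 signal than each PBS-injected piglet (exact permutation test, p = 0.1), and the log2 difference of 1.00 (standard error 0.39) had an adjusted p of 0.521 from limma. Without Dox replicate 3 it was 0.64. TGFBR3, which encodes the TGF-β co-receptor betaglycan, had a signal of 1.63 ± 1.66 (SD, n = 3) in PBS-injected and 5.1 ± 1.84 (SD, n = 3) in Dox-injected piglets, within the Tag range on 4 of 6 arrays (exact permutation test, p = 0.2; adjusted p = 0.533 from limma). SMAD1, which acts downstream of BMP receptors, had a log2 difference of -0.65 (standard error 0.23, adjusted p = 0.521 from limma). TGFB3, a TGF-β ligand gene, had a log2 difference of -0.51 (standard error 0.31, adjusted p = 0.598 from limma). With 1 array left out the TGFB3 difference ranged from -0.68 to -0.30. Of 38 genes of TGF-β and BMP signalling fixed as a list, 21 have a named probe set, 6 with a log2 difference above 0 and 15 below 0. Of these, 0 passed over all probe sets or adjusted over the list alone, and 2 had an unadjusted p of at most 0.05 from limma, SMAD3 and SMAD1. Their median log2 difference was -0.16 (camera from limma, adjusted p = 0.57). The median was 0.00 without PBS replicate 1.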

Notably, our microarray analysis revealed that the components of the TGF-β signalling pathway, such as TGFβR3 (TGFβ receptor 3; 6.2-fold increase) and SMAD3 (2.0-fold increase), are upregulated in the failing porcine LV-myocardium (see Table S4). Hence, it is likely that upregulation of the canonical TGF-β signalling pathway, that is believed to represent a maladaptive response of diseased heart to stress, may contribute to *Pitx2c* re-expression in porcine and human myocardium in advanced and late stages of HF. The endogenous targets of *Pitx2* in the adult heart remain largely enigmatic. Many genes involved in cell-junction assembly, ion transport and cell proliferation/migration were found to be upregulated in mouse mutants with conditionally inactivated *Pitx2* in the postnatal atrial myocardium, but no supporting molecular evidence of *Pitx2*-dependent downregulation of these genes in cardiomyocytes has been reported [18].

Although the data mentioned above do not directly involve *Pitx2c* signalling in pathogenesis of HF, our preliminary assumption is that *Pitx2c* re-activation in the failing heart might be maladaptive. The finding that forced expression of *Pitx2c* dramatically upregulates the myogenic transcription factor MYF5 in cultured cardiomyocytes, lends some credence to this suggestion.

### *Myf5* upregulation as a consequence of *Pitx2c* activation

Given that gene regulatory networks for cardiac and skeletal muscle are different in many ways, the enhanced expression of two key regulators of skeletal myogenesis - *Myf5* and *Pax3* - in failing porcine myocardium has attracted our special attention. To establish whether the upregulation of these genes is mediated via *Pitx2c*, HL-1 cardiomyocytes (with barely detectable *Myf5* transcript levels) and Sol8 skeletal myocytes (with low detectable *Myf5* transcript levels) were transiently transfected with *Pitx2c* expression vector. Forced expression of *Pitx2c* dramatically stimulated the expression of *Myf5* (at both transcript and protein levels) exclusively in HL-1 cardiomyocytes, suggesting such regulation is cell-content dependent. The observation that the expression of *Myf5* is decreased following *Pitx2c* silencing in only HL-1 cardiomyoblasts, overexpressing *Pitx2c*, does also argue in this direction. In *Pitx2c*-transfected HL-1 cardiomyocytes, augmented expression of both *Pitx2c* and *Myf5* did not affect *Myog* levels, contrary to *Myog* downregulation in Sol8 skeletal myoblasts overexpressing *Pitx2c*. The *Pax3* expression was not significantly altered in HL-1 cardiomyocytes that transiently overexpressed *Pitx2c*. The latter suggests that *Pax3* does not contribute to activation of *Myf5* expression in HL-1 cardiomyocytes, similarly to that occurring in the progenitor cells of postnatal skeletal muscle [56].

The *Pitx2*-binding sites in the *Myf5* promoter region are conserved among species, and two potential *Pitx2*-binding sites exist in the mouse *Myf5* promoter. It has been demonstrated that PITX2 physically associates with these binding sites and activates the *Myf5* promoter in limb- and extra-ocular muscle-derived precursor cell lines [57]. In addition, *Pitx2* potently stimulates the myogenic differentiation program in adult skeletal muscle satellite cells [58]. The results of our transfection assays raise the intriguing possibility that *Pitx2*-*Myf5* expression crosstalk can also be operative in cardiomyocytes. In this regard, expression of both *Pitx2* and *Myf5* was detected in cardiomyocyte-like (CML) cells generated from pluripotent stem cells of patients with DCM due to mutations in the cardiac troponin T gene [59]. *In-vitro* forced expression of sarcoplasmic reticulum Ca^2+^ ATPase (*Serca2a*) improved contractility function of CML cells that, in turn, was associated with downregulation of *Pitx2* and *Myf5* mRNA levels in *Serca2a*-transduced cells (see the data set available at NCBI through accession number GSE35108). On the other hand, and complementary to these results, ectopic overexpression of *Myf5* in the heart activates a skeletal muscle gene expression that results in progressive cardiomyopathy [60], [61]. The latter suggests that aberrant *Pitx2*-*Myf5* co-activation seen in our model of DHF may negatively impact on diastolic cardiac function.

Formally viewed, our findings suggest the involvement of *Pitx2c* in regulation of *Myf5* expression in the stressed myocardium. However, the expression of *Myf5* is modulated by a large number of endogenous signalling factors, each of which can have either positive or negative effects on *Myf5* expression, depending on cell type and physiological/pathological context [40], [62]. An inverse correlation in expression of *Pitx2c* (i.e., upregulation) and *Myf5* (i.e., downregulation) was detected in human samples of DCM and ICM (see Fig. 5). The discordance in *Myf5* expression in porcine versus human failing myocardium could be attributable to multiple factors, including differences in HF dysfunction phenotypes (diastolic versus systolic HF), stage and severity of HF (mid-advanced versus end-stage HF), age at which HF occurs (neonatal versus adult/aged heart), and medication (non-drug for DHF versus multidrug therapy for SHF). In addition, we observed a certain variability in *Pitx2c* and *Myf5* expression between DCM and ICM samples (see Fig. 5). At the molecular level, the difference in cardiac expression of inhibitors of skeletal myogenesis might also play a role. Myostatin, a negative regulator of myogenesis *and Myf5/MyoD* expression [63], is downregulated in our model of porcine DHF [64], while significantly upregulated in human HF due to DCM and ICM [65], supporting thus this hypothesis.

### Expression of the MRF transcriptional cassette in the heart

In the present study we demonstrated the expression of *Myf5* in porcine and human LV-myocardium at both transcript and protein levels via qRT-PCR and Western blotting, respectively (see Fig. 3 and 5). 

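Signals of the genes of skeletal myogenesis on the arrays of the piglet LV myocardium can be set against those of the Tag probe sets, which have no pig target. MYF5 had signals of 0.1 to 2.7 and MYOD1 signals of 0.1 to 0.3, and neither exceeded the highest Tag signal on any of the 6 arrays. PAX3 exceeded it on 1 array, Dox replicate 3, with a signal of 7 against 3.1. MYF6 exceeded it on 2 arrays, PBS replicate 1 with 3.2 against 2.5 and Dox replicate 3 with 6.3 against 3.1. The second MYOD1 probe set had signals of 0.3 to 9.3, of which those of PBS replicate 3 and Dox replicate 3 exceeded the highest Tag signal of their arrays. The median signal over all probe sets of an array was between 13.5 and 17.8. A signal within the Tag range does not show that a transcript is absent.

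**Figure D2:**
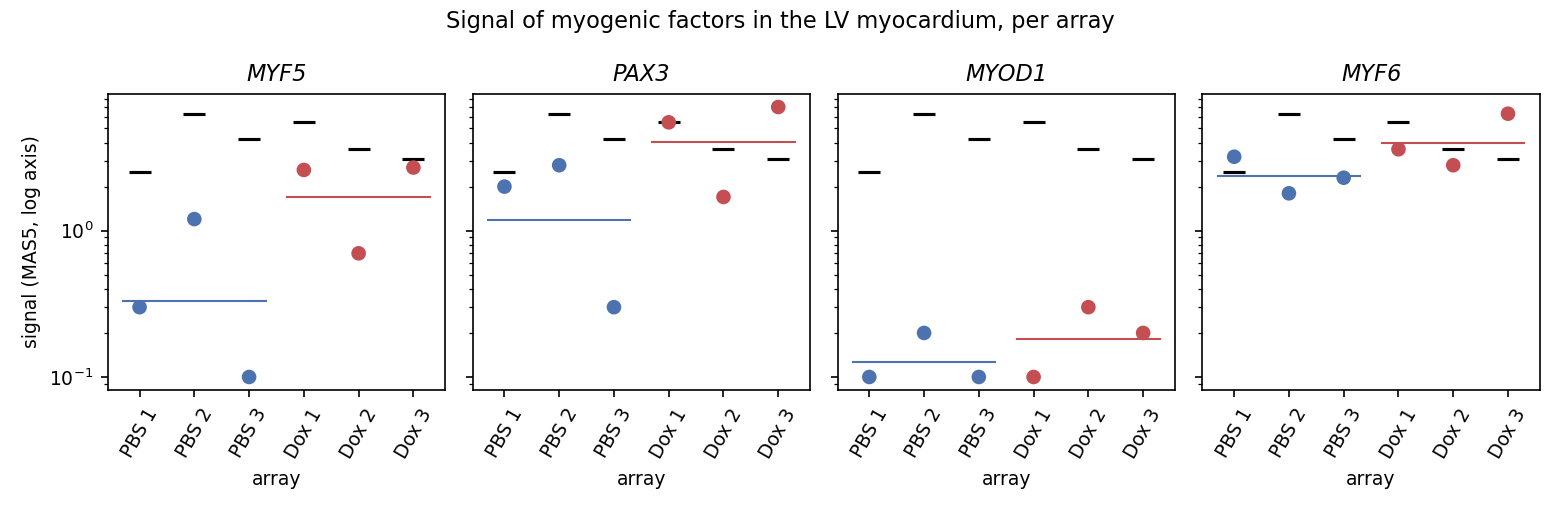
MAS5 signal (log axis) of MYF5, PAX3, MYOD1 and MYF6 on each of the 6 arrays, with PBS-injected piglets in blue and Dox-injected piglets in red. Coloured lines are the geometric means of 3 arrays, and black dashes are the highest Tag signal of each array, at 2.5 to 6.3.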

Surprisingly, our gene expression studies revealed that, in addition to the *Myf5* gene, a number of genes involved in regulation of skeletal myogenesis are also expressed in postnatal pig (*MyoD*, *Myog*, *Myf6/Mrf4, Pax3*) and adult human (*Myog*) myocardium. These data are consistent with detection of *MyoD* expression in postnatal mouse heart [66] as well as *MyoD*, *Myog* [67] and *Myf5* [68] transcripts in postnatal/adult rat ventricular myocardium.

Forced expression of MRFs, especially *MyoD* and *Myf5*, can covert different non-muscle cell types into skeletal myoblasts *in vitro* (reviewed in [69]. However, the ectopic misexpression of either *Myf5* or *MyoD* in the heart *in-vivo*, triggering skeletal muscle-specific gene expression, does not lead to terminal skeletal muscle differentiation [70], [71]. It is tempting to speculate that cardio-enriched miRs might suppress the expression level of MRFs, thus preventing skeletal myoblast differentiation in postnatal myocardium. In this sense, it was found that two miRs of miR669 family (miR669a and miR669q) inhibit skeletal myogenesis in postnatal cardiac progenitors by suppressing *MyoD* expression. Notably, miR669a expression is reduced in cardiac progenitors isolated from patients with cardiomyopathies due to myocardial infarction or pathological LV-hypertrophy [72]. In this context, it appears to be important to determinate miR networks regulated by *Pitx2c* in adult myocardium and their putative actions on MRF expression in the failing heart.

In the classical muscle molecular context, expression of the MRFs is sensitive to *Pitx2* gene dose. It could be foreseeable, for this reason, that *Pitx2c* upregulation in the failing myocardium in response to different pathological stimuli could contribute to MRF expression and thus impaired cardiac function. Our results provide previously unrecognized evidence that *Pitx2c* is reactivated in postnatal/adult heart at HF that in turn is associated with modulation of *Myf5* expression in failing myocardium. These findings emphasize the particular importance for future studies to define the *Pitx2* signalling pathways in principal cell types (cardiomyocytes, fibroblasts, smooth muscle and vascular endothelium cells) of postnatal myocardium.

## Supporting Information

Figure S1 Representative qRT-PCR amplification plots for *Pitx2c* transcripts in the piglet left ventricle. **A** - Newborn (NB, green) versus 30-day-old (30 d, blue) normal piglets. **B** - PBS-injected (PBS, blue) versus Dox-injected (Dox, red) 30-day-old animals. *Rpl19* - internal standard levels. Arrows - threshold cycle (C_T_). FT - fluorescent threshold. RFU - relative fluorescent units. Under experimental conditions used, each primer pair yielded a single peak of dissociation on the melting curve (**C**) and a single band with the expected size on PAGE gel post-stained with SYBR Green I (**D**).
(TIF) Click here for additional data file.

Figure S2 Representative qRT-PCR amplification plots for *Myf5* and *Myog* transcripts in the left ventricle of PBS- versus Dox-injected piglets. **A** - PBS-injected (PBS, blue) versus Dox-injected (Dox, red) 30-day-old animals. *Rpl19* - internal standard levels. Arrows - threshold cycle (C_T_). FT - fluorescent threshold. RFU - relative fluorescent units. Under experimental conditions used, each primer pair yielded a single band with the expected size on PAGE gel post-stained with SYBR Green I (**B**).
(TIF) Click here for additional data file.

Figure S3 Expression of *Myog*, *Foxj1* and *Pax3* genes in *Pitx2c*-transfected HL-1 and Sol8 cells. Overall relative levels of *Myog*, *Foxj1* and *Pax3* transcripts in HL-1 and Sol8 cells transfected with V5-tagged *Pitx2c* vector at different doses (100-400 ng). CT – empty-vector transfected cells. Shown are results of qRT-PCR analysis. Data from six replicates of each transfection were pooled and averaged. *p≤0.05.
(TIF) Click here for additional data file.

Table S1 Baseline characteristics of neonatal piglets injected with Dox or PBS three weeks after injections.
(DOCX) Click here for additional data file.

Table S2 Patient characteristics for samples employed qRT-PCR and Western blot analyses.
(DOCX) Click here for additional data file.

Table S3 Primers used in this study.
(DOCX) Click here for additional data file.

Table S4 Selective data set derived from the microarray database.

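Table S4 gives 30 probe sets for genes of skeletal myogenesis and of the TGF-β and Wnt/β-catenin pathways. Of these, 17 had a higher and 13 a lower geometric mean signal in Dox-injected than in PBS-injected piglets, and the groups did not overlap for 9 (16.32% of all probe sets on these arrays, and 10% by chance). Among the Wnt genes, SFRP4, which encodes a secreted Wnt-binding protein, had a signal of 34.2 ± 17 (SD, n = 3) in PBS-injected and 7.43 ± 6.52 (SD, n = 3) in Dox-injected piglets, a log2 difference of -2.48 (standard error 0.67, adjusted p = 0.521 from limma). It was -3.18 without Dox replicate 1 and -1.86 without Dox replicate 2. WNT5B, a Wnt ligand gene, had signals of 3.9 to 7.4 in PBS-injected and 0.6 to 1.8 in Dox-injected piglets, within the Tag range on 4 of 6 arrays. GSK3B, a kinase gene of the β-catenin destruction complex, had a log2 difference of 1.09 (standard error 0.56, adjusted p = 0.558 from limma), which was 0.37 without Dox replicate 3. FZD8, a Wnt receptor gene, had a log2 difference of -0.90 (standard error 0.36, adjusted p = 0.521 from limma). CTNNB1, the β-catenin gene, had a log2 difference of -0.41 at the probe set of Table S4 and 0.38 at its brightest probe set. The other CTNNB1 probe sets had log2 differences of -0.60, -0.22 and 0.15. Of 38 Wnt pathway genes fixed as a list, 13 have a named probe set, 0 passed over all probe sets or adjusted over the list alone, 2 were higher and 2 lower at an unadjusted p of at most 0.05 from limma, and their median log2 difference was -0.38 (camera from limma, adjusted p = 0.754). The median was 0.37 over the 7 genes left when dim probe sets were left out. DKK3, which encodes a member of the Dickkopf family of secreted proteins, had the smallest unadjusted p of these, with a log2 difference of 1.72 (standard error 0.49, adjusted p = 0.521 from limma). It was 2.33 without Dox replicate 1. The 2 lower genes were FZD2 and DKK2, with log2 differences of -1.14 (standard error 0.35) and -0.69 (standard error 0.29). Each had an adjusted p of 0.521 from limma. With 1 array left out the difference ranged from -1.29 to -1.01 for FZD2 and from -0.91 to -0.39 for DKK2. Over all alternatives the smallest differences were -0.93 for FZD2 and -0.18 for DKK2. The Table S4 probe set named ACTA1 is annotated as ACTG1, a non-muscle actin gene.
The ratio of geometric means, written as a negative inverse where it is below 1, equals the table's fold to 2 decimals for 30 of 30 probe sets, and the unadjusted p of the methods' t-test on log2 signals equals the table's p to 2 decimals for 30 of 30. The table's own p is at most 0.05 for 5 probe sets, 3 of them with a fold of at least 2. After adjustment over all probe sets, limma called 0 of the 30 and the methods' t-test 0. With limma, 0 passed adjusted over the list alone, which the study chose on these samples, 6 had an unadjusted p of at most 0.05, and 4 of those a fold of at least 2. The signal was within the Tag range on every array for 4 of the 30 probe sets and on 4 or more arrays for 11.

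**Figure D3:**
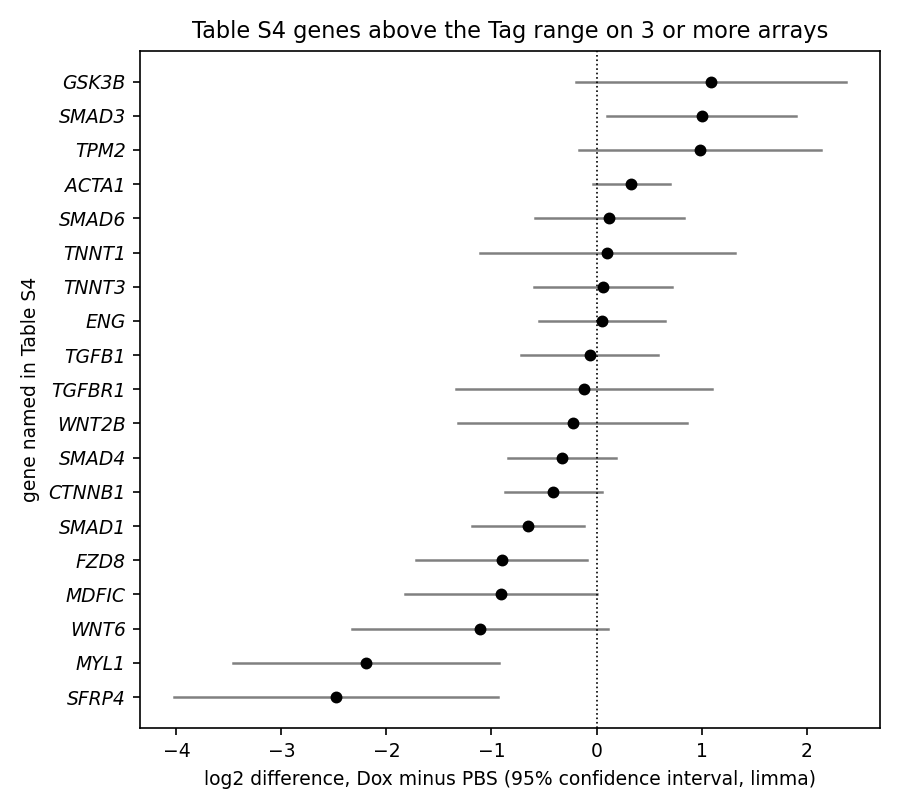
Log2 difference between Dox-injected and PBS-injected piglets for the 19 Table S4 probe sets above the Tag range on 3 or more arrays, with 95% confidence intervals from limma; the other 11 are left out. The interval excludes 0 for 5 of the 19, from SMAD3 at 1.00 to SFRP4 at -2.48, before any adjustment for the number of probe sets.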

(DOCX) Click here for additional data file.

# Supplementary material for: Pitx2c Is Reactivated in the Failing Myocardium and Stimulates Myf5 Expression in Cultured Cardiomyocytes
**Source:** PLoS One. 2014 Mar 4;9(3):e90561. doi: 10.1371/journal.pone.0090561
**Supplement:** Table S1 — Baseline characteristics of neonatal piglets injected with Dox or PBS three weeks after injections.

**Table S1. Baseline characteristics of neonatal piglets injected with Dox or PBS three weeks after injections**

| **Parameter** | **PBS, control** | **Dox, 2 mg/kg** |
| --- | --- | --- |
| Number of animals | 8 | 12 |
| Heart/body ratio, x1000 | 6.9±0.4 | 7.0±0.3 |
| Heart rhythm, beats/min | 125±7 | 110±5 |
| Low-voltage QRS, n | 0 | 7 |
| Ischemic T-wave at lead aVL, % | 0 | 100 |
| LV end-systolic pressure, mm Hg | 76.0±4.2 | 70.1±3.2 |
| LV end-diastolic pressure, mm Hg | 6.1±1.1 | 10.7±0.8* |
| Cardiac output, L/min/m2 | 3.4±0.4 | 3.2±0.6 |
| Extravascular lung water, ml/kg | 57.2±8.4 | 115.4±21.5* |
| LV nppb mRNA, fold change | 1 | 5.8±0.5 |
| LV ΔE2-nppb mRNA, fold change | 1 | 9.4±0.6 |
| Cardiac arrest, n | 0 | 2 |

Nppb – natriuretic peptide precursor B; ΔE2-nppb – exon 2 skipped

# Supplementary material for: Pitx2c Is Reactivated in the Failing Myocardium and Stimulates Myf5 Expression in Cultured Cardiomyocytes
**Source:** PLoS One. 2014 Mar 4;9(3):e90561. doi: 10.1371/journal.pone.0090561
**Supplement:** Table S2 — Patient characteristics for samples employed qRT-PCR and Western blot analyses.

**Table S2. Patient characteristics for samples employed q-RT-PCR and Western blot analyses**

LVEF - left ventricular ejection fraction; NYHA, I-IV - heart failure stages according to the New York Heart Association classification; ish-DCM - ischemic dilated cardiomyopathy; id-DCM - idiopathic DCM; FA - fatal accident; FIH - fatal intracranial hemorrhage; CT - cerebral trauma; BTD - brain tumor death; CI - cerebral infarct; A-II - angiotensin receptor antaginists; B - beta-blokers; D - digitalis; H - heparin; F-furosemid; Am - amiodarone; AC - anticoagulants; En - enapril; A - ACE-inhibitors; ND - data not available.

# Supplementary material for: Pitx2c Is Reactivated in the Failing Myocardium and Stimulates Myf5 Expression in Cultured Cardiomyocytes
**Source:** PLoS One. 2014 Mar 4;9(3):e90561. doi: 10.1371/journal.pone.0090561
**Supplement:** Table S3 — Primers used in this study.

| **Primer** | **F/R** | **Target** | **Species** | **Sequence (5´-3´)** | **Product length** | **Application** |
| --- | --- | --- | --- | --- | --- | --- |
| 369 | F | *Pitx2c* | P | tgaaaggcccgctgcacttg |  |  |
| 354 | R | *Pitx2* | P | gaggagttggcggtgcgtaag | 369-354: 825 bp (Pitx2c) | RT-PCR |
| 373 | F | *Pitx2b* | P | gcagccagcagcaagctcttc | 373-354: 670 bp (Pitx2b) | RT-PCR |
| 372 | F | *Pitx2a* | P | cggcgtgtgtgcaattagagaaagac | 372-354: 642 bp (Pitx2a) | RT-PCR |
| 350 | F | *Pitx2* | P | catgtccacgcgtgaagaaatc |  |  |
| 353 | R | *Pitx2* | P | tgcggcccaaagccattcttg | 350-353: 144 bp (Pitx2) | qPCR |
| 376 | F | *Pitx2c* | P | gcacaccatctctgacacctccag |  |  |
| 352 | R | *Pitx2* | P | tttggcccggcgattcttgaac | 376-352: 271 bp (Pitx2c) | qPCR |
| 391 | F | *Pitx2c* | H | gcacaccatctccgacacctccag |  |  |
| 392 | R | *Pitx2c* | H | tgccgcttcttcttagacgggtcctc | 391-392: 108 bp | qPCR |
| 410 | F | *Myf5* | P | cagcagttttgacagtatctactgtcc |  |  |
| 411 | R | *Myf5* | P | atccgatccactatgctggataagc | 410-411: 105 bp | qPCR |
| 408 | F | *Myf5* | H | gcagtacttttgacagcatctactgtcct |  |  |
| 409 | R | *Myf5* | H | actatgttggataagcaatccaagctgg | 408-409: 97 bp | qPCR |
| 404 | F | *Myog* | P/H | cacagcgcctcctgcagtc |  |  |
| 407 | R | *Myog* | P/H | catggtttcatctgggaaggccacag | 404-407: 174 bp | qPCR |
| 420 | F | *Foxj1* | P | cagcaaggccaccaagatcac |  |  |
| 421 | R | *Foxj1* | P | agcacttgttcagagacaggttgtg | 420-421:128 bp | qPCR |
| 416 | F | *Pax3* | P | accttcacagcagagcagcttg |  |  |
| 417 | R | *Pax3* | P | atggttgaaagccatcagttgattgg | 416-417:192 bp | qPCR |
| 64 | F | *Rl19* | P/H | ctgctcagaagataccgtgaat |  |  |
| 206 | R | *Rpl19* | P | gcttgtggatgtgctccatga | 64-206:121 bp | qPCR |
| 207 | R | *Rpl19* | H | gcttgtggatgtgttccatga | 64-207:121 bp | qPCR |
| MmPitx2cF | F | *pitx2c* | M | cctcacccttctgtcaccat |  |  |
| MmPitx2cR | R | *pitx2c* | M | gcccacatcctcattctttc | 179 bp | qPCR |
| MmFoxj1F | F | *Foxj1* | M | acacgtgaagccaccctact |  |  |
| MmFoxj1R | R | *Foxj1* | M | tgttcaaggacaggttgtgg | 176 bp | qPCR |
| MmMyf5F | F | *Myf5* | M | tgagggaacaggtggagaac |  |  |
| MmMyf5R | R | *Myf5* | M | agctggacacggagctttta | 198 bp | qPCR |
| MmPax3F | F | *Pax3* | M | gccaatcaactgatggcttt |  |  |
| MmPax3R | R | *Pax3* | M | gtacagtgctcggaggaagc | 181 bp | qPCR |
| MmMyogF | F | *Myog* | M | ctacaggccttgctcagctc |  |  |
| MmMyogR | R | *Myog* | M | acgatggacgtaagggagtg | 221 bp | qPCR |
| MmGapdhF | F | *Gapdh* | M | ggcattgctctcaatgacaa |  |  |
| MmGapdhR | R | *Gapdh* | M | ggcattgctctcaatgacaa | 200 bp | qPCR |
| MmGusbF | F | *Gusb* | M | acgcatcagaagccgattat |  |  |
| MmGusbR | R | *Gusb* | M | actctcagcggtgactggtt | 212 bp | qPCR |

**Table S3. Primers used in this study**

F/R – forward/reverse primers; P – pig; H – human: M – mouse.

# Supplementary material for: Pitx2c Is Reactivated in the Failing Myocardium and Stimulates Myf5 Expression in Cultured Cardiomyocytes
**Source:** PLoS One. 2014 Mar 4;9(3):e90561. doi: 10.1371/journal.pone.0090561
**Supplement:** Table S4 — Selective data set derived from the microarray database.

**Table S4. Selective data set derived from the microarray database (DHF failing vs. non-failing myocardium.**

| **Probe Set ID** | **Gene**  **symbol** | **Gene name** | **Fold Change** | **P value** |
| --- | --- | --- | --- | --- |
| **Skeletal myogenic pathway** | | | | |
| Ssc.27397.1.A1_at | MYF5 | myogenic factor 5 | 5.15 | 0.12 |
| Ssc.27600.1.S1_at | PAX3 | paired box 3 | 3.39 | 0.21 |
| Ssc.20571.2.S1_at | TPM2 | tropomyosin 2 (beta) | 1.97 | 0.24 |
| Ssc.16626.1.S1_at | MYF6 | myogenic factor 6 (herculin) | 1.69 | 0.15 |
| SscAffx.10.1.S1_at | MYOD1 | myogenic differentiation 1 | 1.44 | 0.41 |
| Ssc.15909.1.S1_at | MYH4 | myosin, heavy chain 4, skeletal muscle | 1.40 | 0.71 |
| Ssc.13874.2.A1_s_at | ACTA1 | actin, alpha 1, skeletal muscle | 1.26 | 0.09 |
| Ssc.7535.1.S1_at | TNNT1 | troponin T type 1 (skeletal, slow) | 1.07 | 0.90 |
| Ssc.24147.1.S1_at | TNNT3 | troponin T type 3 (skeletal, fast) | 1.04 | 0.85 |
| Ssc.9096.2.A1_at | MDFIC | MyoD family inhibitor domain containing | -1.88 | 0.03 |
| Ssc.14459.1.S1_a_at | MYL1 | myosin, light chain 1, alkali; skeletal, fast | -4.58 | 0.04 |
| **Transforming growth factor beta pathway** | | | | |
| Ssc.4253.1.S1_at | TGFBR3 | transforming growth factor, beta receptor III | 6.20 | 0.17 |
| Ssc.15913.1.S1_at | SMAD3 | SMAD family member 3 | 2.00 | 0.09 |
| Ssc.92.1.A1_at | TGFB2 | transforming growth factor, beta 2 | 1.60 | 0.07 |
| Ssc.24152.1.A1_at | SMAD6 | SMAD family member 6 | 1.09 | 0.73 |
| Ssc.120.1.S1_at | ENG | endoglin | 1.04 | 0.84 |
| Ssc.76.3.S1_a_at | TGFB1 | transforming growth factor, beta 1 | -1.05 | 0.83 |
| Ssc.23794.1.S1_at | TGFBR1 | transforming growth factor, beta receptor 1 | -1.09 | 0.82 |
| Ssc.249.1.S1_at | SMAD4 | SMAD family member 4 | -1.26 | 0.22 |
| Ssc.11757.1.S1_at | SMAD1 | SMAD family member 1 | -1.57 | 0.04 |
| **Wnt/β-catenin pathway** | | | | |
| Ssc.14176.1.A1_s_at | GSK3B | glycogen synthase kinase 3 beta | 2.13 | 0.23 |
| Ssc.27552.1.A1_at | FZD9 | frizzled family receptor 9 | 2.08 | 0.23 |
| Ssc.10817.2.A1_at | WNT10B | wingless-type MMTV integration site family, member 10B | 1.88 | 0.39 |
| Ssc.20193.1.S1_at | FZD3 | frizzled family receptor 3 | -1.11 | 0.76 |
| Ssc.27747.1.S1_at | WNT2B | wingless-type MMTV integration site family, member 2B | -1.17 | 0.65 |
| Ssc.14003.1.S1_a_at | CTNNB1 | catenin (cadherin-associated protein), beta 1, 88kDa | -1.33 | 0.12 |
| Ssc.10434.1.S1_at | FZD8 | frizzled family receptor 8 | -1.87 | 0.09 |
| Ssc.26237.1.A1_at | WNT6 | wingless-type MMTV integration site family, member 6 | -2.16 | 0.10 |
| Ssc.24595.1.S1_at | WNT5B | wingless-type MMTV integration site family, member 5B | -4.28 | 0.02 |
| Ssc.19566.1.S1_at | SFRP4 | secreted frizzled-related protein 4 | -5.59 | 0.04 |

How the deposited data were processed for this re-analysis (not part of the article)

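RNA from the LV free wall of 6 piglets, 3 Dox-injected and 3 PBS-injected, was measured on 6 Affymetrix Porcine Genome Arrays, 1 animal per array, and the samples were assigned to their groups and replicate numbers from the sample labels. The deposited values are intensities, MAS5 probe set signals on a linear scale with 1 decimal, which the authors computed with GCOS, at version 1.4 in the submitters' processing notes, and the paper states default settings. Tested on the values, the 2% trimmed mean over all probe sets was 100.03 on 5 arrays and 100.04 on the other. The array holds 24123 probe sets, of which 124 array controls were left out of the tests. Scanner files were not used here, so the background correction and scaling of MAS5 were kept as the authors made them.

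A signal of 0, which occurred on 1 or more arrays for 311 probe sets, was raised to 0.1, the smallest other signal, and log2 was taken. This rule and the Tag range were set after the values were seen. The Tag probe sets carry synthetic sequences with no pig target, and 15.24% of the probe sets lay within the Tag range on every array. In R 4.3.3, limma 3.58.1 was used to fit the group difference (lmFit, and eBayes with an intensity trend) over all 6 arrays without further normalization, filter or covariate, with Benjamini-Hochberg adjustment over 23999 probe sets. The prior degrees of freedom were 4.497. Probe sets were called at an adjusted p of at most 0.05 with a fold of at least 2, the paper's threshold. The paper's text names an unpaired Student's t test in its general statistics and Microarray Suite algorithms for the arrays, without naming the array test itself, and this was run as the methods' t-test.

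Probe sets were named from the platform annotation. Of those tested, 10069 have 1 gene symbol, 198 have several and are not named here, and 13732 have none. Probe sets named in Table S4 kept the table's names. Genes of the paper were read at the probe set of Table S4 where it has one. Other genes of the paper and the members of all gene lists were read at the probe set with the highest geometric mean signal over all arrays. For MSTN the probe set so chosen did not have the higher arithmetic mean signal. Genes named in order of p were read at the probe set that met the rule below. The genes of interest were tested in 36 gene lists of pathways, cell types and genes of the paper, and the lists, the tests, the rule for named genes and the main alternatives were fixed before the data were examined, apart from the values that the paper's tables already give. The rule names every gene the paper names that has a probe set. It adds 12 probe sets for each direction. Each has 1 symbol, a fold of at least 2, groups that do not overlap and a brighter group above the median of all probe sets. They are taken in order of size among those past the threshold and otherwise in order of unadjusted p. The rule also adds up to 4 members with the smallest unadjusted p of each list described. Other genes are marked as chosen after their values were seen. Lists with at least 5 measured genes were tested with camera from limma at a preset correlation of 0.01 between genes, over 6765 genes with 1 probe set each, with adjustment over 29 lists.

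Single genes were also compared with an exact two-sided permutation test. The scripts were tested on simulated data with the spread of the real arrays, in which 200 of 23999 probe sets were changed. The share called was 16% at a fold of 2, 54% at a fold of 4, 64% at a fold of 8 and 72% at a fold of 16, with 9 false calls. In a simulated shift of 1 log2 unit, 29 of 29 lists were recovered. This does not test the calls where the genes of a list vary together, as the ribosomal protein genes do (estimated correlation 0.81). The alternatives were quantile and cyclic loess normalization, an offset before log2, a filter on dim probe sets, eBayes without a trend, array weights, the replicate number as a block, the methods' t-test on log2 and on linear signals, other thresholds, leaving out each array, an estimated correlation for the lists, the mean of all probe sets of a gene and the ratio of arithmetic means; cyclic loess was added after the values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The human samples, cell cultures, qRT-PCR and Western blots of the paper were not analysed here, and 1 planned gene set result is not reported here.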

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

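The gene list tests reported here were planned, and the splits of the arrays, the lists matched on mean signal and the tests on RNA quality, single arrays, other cell types and blood were chosen after the results were seen. Of the 29 gene lists, 11 passed with camera at its preset correlation, 8 higher and 3 lower in Dox-injected piglets, and the lists below drew attention because they cover genes that the paper does not discuss. With a correlation estimated for each list, 0 passed (camera, lowest adjusted p = 0.422, with 1 list at an unadjusted p of at most 0.05). With the mean of all probe sets of a gene, 7 passed. Neither setting is among the 13 alternatives in which the calls of single lists are counted below. The 6 arrays can be split in 10 ways, too few for a share under 0.05. In 2 of the 10 splits, the real one included, as many lists passed (real 11, highest other 12) and in 1 of 10 as many probe sets had an unadjusted p of at most 0.05 with a fold of 2 (real 1356, highest other 999). For the adjusted threshold the comparison of splits decides nothing, as the real count is 0 (highest other 6) and all 10 reach it. The split with 6 calls sets PBS replicates 1 and 2 and Dox replicate 3 against the rest, which points to a structure of the samples, as these are the arrays without a signal of the Y-linked gene EIF1AY.

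Cell cycle genes had a median log2 difference of -1.54 in Dox-injected piglets (camera, adjusted p = 2.97e-11; adjusted p = 0.492 with an estimated correlation), with 25 of 26 below 0 and 15 lower and 1 higher, CCND2, adjusted over the list alone. Without PBS replicate 1 the median was -0.94. Brightness alone is argued against, since of random lists matched on mean signal 0% had a median as low (central 95% from -0.37 to 0.09) and the genes lay below genes of like signal by -1.18 (standard error 0.47), with medians of -1.42 after quantile and -1.37 after cyclic loess normalization. The random lists are drawn gene by gene, and these genes vary together (estimated correlation 0.57), so the weight lies on the other values. Argued against likewise is the RNA quality of Dox replicate 1, which had the highest 3'/5' ratios, since the median without it was -1.27. Against fewer cells of all types other than cardiomyocytes as the whole source, the cell cycle genes lay below the genes of the fibroblast, endothelial, smooth muscle and macrophage lists together by -0.99 (standard error 0.42). Fewer fibroblasts are consistent with the values, since the cell cycle genes lay below the fibroblast genes by only -0.35 (standard error 0.51). The mean log2 difference was -0.99 for the fibroblast genes and -1.33 for the cell cycle genes. A lower level of cell cycle transcripts per cell after Dox stays open beside this, as does a difference between the animals.

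Ribosomal protein genes, with a median log2 difference of 0.37 (camera, adjusted p = 3.79e-21; adjusted p = 0.492 with an estimated correlation), and sarcomere genes, with a median of 0.31 (camera, adjusted p = 1.33e-08; adjusted p = 0.492 with an estimated correlation), lie among the brightest probe sets. For both lists, bright probe sets reading higher in the Dox arrays and a difference in the tissue cannot be told apart. For the sarcomere genes the median lies at percentile 64.75 of random lists matched on mean signal while the genes stood above genes of like signal by 0.13 (standard error 0.07). The median was 0.20 without Dox replicate 3, and it was -0.01 after quantile and 0.04 after cyclic loess normalization, neither of which kept the call. For the ribosomal protein genes the median lies at percentile 99.99, but the random lists are drawn gene by gene and the genes of this list vary together (estimated correlation 0.81). They stood above genes of like signal by 0.15 (standard error 0.07), and the median was 0.07 after quantile and 0.12 after cyclic loess normalization, with the call kept at the preset correlation. The spiked hybridization controls, which do not come from the tissue, also read higher in the Dox arrays (log2 difference 0.47, standard error 0.15; exact permutation test, p = 0.1), while the spiked poly-A controls had a log2 difference of 0.06 (standard error 0.16; exact permutation test, p = 0.8). What part of either difference lies in the tissue stays open.

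Inflammation genes had a median log2 difference of 0.65 (camera, adjusted p = 0.000876, and 0.422 with an estimated correlation). Adjusted over the list alone, 4 of 25 were higher, S100A8, S100A9, S100A12 and PTGS2. The median was 0.27 with array weights. It was also 0.27 over the 14 genes left when dim probe sets were left out, where the call was lost (camera, adjusted p = 0.1002). Over the 13 alternatives at the preset correlation the adjusted p from camera ranged from 0.000346 to 0.1002. The S100A9 signal was 14.8 ± 11 (SD, n = 3) in PBS-injected and 308 ± 330 (SD, n = 3) in Dox-injected piglets, while S100A12 lay within the Tag range on 4 of 6 arrays and PTGS2 on 5. That the list rests on 1 array alone is argued against, since with any 1 array left out it was still called and its lowest median was 0.39, without Dox replicate 3. More whole blood in the Dox samples cannot be told apart from other sources, since the inflammation genes lay above the red cell genes by 1.785 (standard error 1.17), a gap within 2 standard errors. The values of the red cell genes go against it, with 4 of 13 measured, 0 of these 4 above 0, a mean of -0.83 against 0.95 for the inflammation genes and -0.33 (standard error 0.24) for HBB. More macrophages were not seen in their gene list (median -0.09, and 0.11 without PBS replicate 3). The lymphocyte list had a median of -0.34, and of 0.08 without Dox replicate 3. It cannot decide on lymphocytes, as its median signal of 3.28 lay among the highest Tag signals of 2.5 to 6.3. A change in other leukocytes or in the level per cell was not tested.

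Immediate early genes had a median log2 difference of 1.16, with 16 of 16 above 0 and 0 adjusted over the list alone (camera, adjusted p = 6.96e-06; adjusted p = 0.492 with an estimated correlation). The list of circadian clock genes had a median of 0.50 (camera, adjusted p = 0.0439; 0.492 with an estimated correlation) and kept its call in 7 of 13 alternatives. The call was lost without PBS replicate 1 (median 0.51), PBS replicate 2 (0.44), Dox replicate 2 (0.53) or Dox replicate 3 (0.29). It was also lost with array weights (0.50) and when dim probe sets were left out (0.29), and the median was 0.77 without Dox replicate 1. Fibroblast genes had a median of -0.91, with 11 of 11 below 0 and 4 lower adjusted over the list alone (camera, adjusted p = 0.000135; 0.492 with an estimated correlation). For extracellular matrix genes the median was -0.53, with 6 lower and 1 higher adjusted over the list alone (camera, adjusted p = 0.000687; 0.492 with an estimated correlation). Genes of the p53 and DNA damage response had a median of 0.29, kept their call in 7 of 13 alternatives (camera, adjusted p = 0.0439; 0.492 with an estimated correlation) and lost it without PBS replicate 1 (median 0.05), PBS replicate 3 (0.35), Dox replicate 1 (0.19) or Dox replicate 2 (-0.01). The median was 0.44 without PBS replicate 2 and 0.47 without Dox replicate 3, and the call was also lost after cyclic loess normalization (0.32) and without the eBayes trend (0.29). Antioxidant genes had a median of 0.15 and kept their call in 6 of 13 (camera, adjusted p = 0.0468; 0.492 with an estimated correlation), losing it without PBS replicate 2 (median 0.23), PBS replicate 3 (0.07) or Dox replicate 3 (0.03). It was also lost after quantile (-0.02) and cyclic loess normalization (-0.002), with array weights (0.06) and without the eBayes trend (0.15), and the median was 0.10 without PBS replicate 1.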

How the results depend on the processing

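Cyclic loess normalization was chosen after the values were seen, and the other alternatives were planned. Of 1665 values of 114 probe sets of named genes over the alternatives, 1624 kept their direction and did not pass the threshold. Of the others, 40 of 19 genes changed direction and 1, NPG4 without Dox replicate 1, passed it. CTNNB1, FBN1, MDFIC and TPM2 are counted here at more than 1 probe set. Of 100 counts, 90 stayed within 1.5 times the main count. The main counts of probe sets past the threshold were 0, so for these the tally means only that they stayed at 0. The log2 difference of a probe set cannot change with eBayes without a trend, the replicate block or the filter on dim probe sets. Kept directions in these settings therefore carry no weight. No probe set was called with any array weighting, normalization, offset, filter or prior, or with either of the methods' t-tests after adjustment (711 and 647 at an unadjusted p with a fold of 2). Leaving out 1 array called from 0 to 14 probe sets, from 0 to 4 higher and from 0 to 10 lower, and each of these calls came without Dox replicate 1. At an unadjusted p with a fold of 2, limma called 1356 probe sets, 480 higher and 876 lower, 4 of them of Table S4. Of the gene lists, 0 passed with an estimated correlation and 7 with the mean of all probe sets. With the replicate number as a block, 0 probe sets and 11 lists were called. Same-numbered arrays deviated together with correlations of -0.0471, 0.116 and -0.145. With so few arrays these values cannot show whether the animals were paired. The note to the paper's Table 1 speaks of pairs of failing and non-failing samples. The cause of the following changes of direction was not tested. After quantile normalization the log2 difference was -0.027 for ACTA1, 0.065 for TGFB1, 0.042 for TGFBR1, -0.011 for CAV1, -0.014 for TNNI3 and -0.00381 for GAPDH. After cyclic loess normalization it was 0.11 for TGFB1 and 0.027 for TGFBR1, and with array weights 0.083 for WNT2B. As the ratio of arithmetic means it was -0.23 for TNNT1. As the mean of all probe sets it was -0.13 for TGFB2, 0.65 for TGFBR1, -0.22 for CAV1, -0.14 for C6H18orf21, -0.27 for PER1, -0.38 for RPS25 and -0.29 for GAPDH. With 1 array left out it ranged from -0.31 to 0.80 for TNNT1, -0.17 to 0.25 for TNNT3, -0.26 to 1.40 for the probe set named MYH4, -0.16 to 0.40 for SMAD6, -0.15 to 0.23 for ENG, -0.31 to 0.14 for TGFB1, -0.43 to 0.25 for TGFBR1, -0.48 to 0.15 for FZD3, -0.52 to 0.21 for WNT2B, -0.25 to 0.50 for KCNQ1, -0.026 to 0.35 for CAV1 and -0.95 to 0.065 for MSTN. No fold is read from these values where signal over background is the limit, for the probe sets used of MYF5, MYOD1, WNT10B and the one named MYH4, within the Tag range on all arrays, and those of PAX3, FZD3, TGFBR3, MYF6, TGFB2 (the one of Table S4), FZD9, WNT5B and MSTN, within it on most.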

Differences from the paper's values

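The comparisons of this part were chosen after the results were seen, apart from the alternatives fixed before the data were examined. None of the array values of the paper that were compared differs from the re-derived one: the folds of NPPA, CCND2, MYF5 and PAX3 in Table 1 and the 30 folds and 30 p-values of Table S4 were matched to 2 decimals.

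Statements that differ concern the paper's stated threshold of a fold of at least 2 with an adjusted p of at most 0.05. The paper states that MYF5 was markedly upregulated, that TGFBR3 and SMAD3 were upregulated and that MYL1 was markedly downregulated. For MYF5 its basis includes qRT-PCR of the samples of the arrays and of a larger cohort of piglets. It also includes Western blots of the left ventricle and the left atrium. None of these was analysed here, and the comparison concerns the array values alone. MYF5, TGFBR3 and SMAD3 had a higher and MYL1 a lower geometric mean in Dox-injected piglets, but 0 of these 4 genes passed that threshold with limma, with adjusted p from 0.521 to 0.535, or with the methods' t-test after adjustment over all probe sets (smallest adjusted p of any probe set 0.312 on log2 and 0.381 on linear signals). The p that the paper itself gives in Table S4 is 0.12 for MYF5, 0.17 for TGFBR3, 0.09 for SMAD3 and 0.04 for MYL1, and these equal the unadjusted p of the methods' t-test on log2 signals. At an unadjusted p of at most 0.05 with a fold of at least 2, limma called 4 Table S4 genes, MYL1, SMAD3, WNT5B and SFRP4, and not MYF5 or TGFBR3; the methods' t-test at that threshold called 3 Table S4 genes on log2 and 1 on linear signals. None of the other alternatives called a gene of Table S4.

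The paper states that MYOD, MYF6 and PAX3 are expressed in postnatal pig myocardium. For PAX3 its basis includes qRT-PCR of the samples of the arrays, which was not analysed here. On the arrays MYOD1 exceeded the highest Tag signal at the probe set of Table S4 on 0 of 6 arrays, PAX3 on 1 and MYF6 on 2, and another MYOD1 probe set exceeded it on 2; signals within that range do not exclude expression below the detection of the array.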

Other observations

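The genes of this paragraph were named by the planned rule, in order of p among probe sets with a fold of at least 2. The genes said to be so were chosen after their values were seen. None of the genes named here passed an adjusted p of 0.05 over all probe sets on the 6 arrays (limma, smallest adjusted p 0.428; 2290 probe sets had an unadjusted p of at most 0.05 against 1200 by chance; the methods' t-test called 0), and the groups did not overlap for 3916 probe sets, 16.32% against 10% by chance. The smallest p of a higher gene so named was that of CDKN1A, the cell cycle inhibitor p21 and a p53 target, with a signal of 267 ± 49.5 (SD, n = 3) in PBS-injected and 782 ± 73.3 (SD, n = 3) in Dox-injected piglets (log2 difference 1.56, standard error 0.20, adjusted p = 0.428). The next in that direction were C6H18orf21, KRT8, RENBP, KHDRBS3, LOC100511862, S100A9, DLC1, TANGO2, ZNF232, RETREG1 and MRPL33, with log2 differences from 1.05 to 3.94, the latter of S100A9 (3.04 without Dox replicate 2 and 4.83 without Dox replicate 1). Other probe sets of C6H18orf21 (-1.48) and MRPL33 (0.00) did not go along. Those named in the lower direction were PSAP, PTPN18, ITM2A, PTGDS, ASF1B, RRM2, CKS2, COQ5, FGL2, FBN1, MARCH6 and TAF13, with log2 differences from -3.13 to -1.24. Of these RRM2, CKS2 and ASF1B serve DNA replication, division and chromatin assembly. PSAP had the smallest p and the difference of -3.13. Its Dox signals of 4.3, 3.5 and 2.8 lay within the Tag range, so the size of that difference is uncertain. The bright PSAP probe set, with signals from 888.2 to 1214.2, had a log2 difference of 0.23 (adjusted p = 0.65 from limma). MARCH6 had probe sets at 0.31 and 0.45 as well as -0.73.

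Among genes of cardiac stress, 9 of 11 had a log2 difference above 0, with a median of 0.60 and 3 higher adjusted over the list alone, NPPB, XIRP1 and ANKRD1 (camera, adjusted p = 0.00143; adjusted p = 0.492 with an estimated correlation); the median was 0.31 without Dox replicate 3. NPPB, which encodes B-type natriuretic peptide, had signals of 112.7, 161.6 and 2142.9 in PBS-injected and 1928.4, 4893.5 and 8610.9 in Dox-injected piglets (log2 difference 3.67, standard error 1.02, adjusted p = 0.521 from limma; exact permutation test, p = 0.2; 2.88 without PBS replicate 1 and 5.00 without PBS replicate 3). ANKRD1, a stress-responsive gene of the cardiac sarcomere, had a log2 difference of 0.53 (0.21 after quantile normalization) and at another probe set 2.15, and XIRP1, a gene of the intercalated disc, 1.61. POSTN, the matrix protein periostin, had signals of 404.4, 179.7 and 176.9 in PBS-injected and 168.8, 52.4 and 11.3 in Dox-injected piglets (log2 difference -2.34, adjusted p = 0.521 from limma; -1.32 without Dox replicate 3, -3.27 without Dox replicate 1 and -0.63 as the mean of its probe sets). Among the genes of the lists that were lower, the cell cycle genes AURKB and BIRC5 had log2 differences of -2.26 and -1.87, and the fibroblast and matrix genes DCN, MFAP5, FAP, THY1 and COL6A3 differences of -0.91, -1.09, -1.24, -2.50 and -0.96; as the mean of its probe sets that of DCN was -0.26. Among the immediate early genes MYC, EGR1, JUN and ATF3 had differences of 2.03, 2.20, 0.93 and 2.55. With 1 array left out the difference ranged from -3.54 to -1.66 for THY1, -1.61 to -0.81 for FAP, 1.28 to 2.72 for MYC, 1.44 to 3.11 for EGR1 and 1.71 to 3.65 for ATF3. PER1 of the circadian list had a difference of 1.03, which was -0.27 as the mean of its probe sets.

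MSTN, the myostatin gene, had signals of 2.1 to 3.9 in PBS-injected and 1 to 4.1 in Dox-injected piglets, within the Tag range on 4 of 6 arrays (adjusted p = 0.82 from limma). A further MSTN probe set had signals of 0.2 to 8 in PBS-injected and 0.1 to 4.7 in Dox-injected piglets. It was also within the Tag range on 4 of 6 arrays (adjusted p = 0.888 from limma). Chosen after their values were seen were RPL19, GAPDH and GUSB. RPL19 is the internal standard of the paper's qRT-PCR in the piglet ventricle, while its primers for GAPDH and GUSB are those for mouse. On the arrays the log2 differences of these genes were 0.47 (standard error 0.17), 0.35 (standard error 0.17) and -0.93 (standard error 0.43), with adjusted p of 0.521, 0.535 and 0.535 from limma; after quantile normalization they were 0.26, 0.00 and -0.80, and after cyclic loess normalization 0.27, 0.06 and -0.77. With 1 array left out the differences ranged from 0.35 to 0.56 for RPL19, 0.22 to 0.45 for GAPDH and -1.33 to -0.55 for GUSB. The median log2 difference over all probe sets was -0.10 in the deposited scaling, 0.00 after quantile and 0.00 after cyclic loess normalization.

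Chosen after its values were seen, EIF1AY, a Y-linked gene, had signals of 0.2, 0.5 and 135.6 in PBS-injected and 118.9, 94.1 and 0.2 in Dox-injected piglets, so both groups hold animals with and without its signal, 1 of 3 and 2 of 3 with it. Set apart in this way, the arrays differed in 6 probe sets past the threshold with limma, EIF1AY and 5 without a symbol, the largest number of any split of the arrays. No sex is named in the sample labels. RETN and NPG4, the resistin and protegrin 4 genes, were chosen likewise, with signals of 0.3 to 3.8 and 3 to 8.1 in PBS-injected and of 5.7 to 170.4 and 7 to 1096.1 in Dox-injected piglets (adjusted p = 0.521 for both from limma). Without Dox replicate 1, NPG4 had an adjusted p of 0.0406 (0.0406 to 0.823 over its alternatives), and the other named genes among the 14 probe sets called then were SERHL2, ERMP1 and STAMBPL1, all lower.

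Dox replicate 3 stood apart in several measures. Its array weight was 0.328 against 0.631 to 2.14 on the other arrays, its median rank correlation with the others was 0.921 against 0.951 to 0.96, and its 5S rRNA control signal was 141.4 against 6.5 to 8.3. Dox replicate 1 had the highest 3'/5' ratios, 6.04 for actin against 1.96 to 3.96 and 11.6 for elongation factor 1 alpha against 4.24 to 4.86.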
